# Endogenous oxytocin exerts anti-nociceptive and anti-inflammatory effects in rats

**DOI:** 10.1038/s42003-022-03879-8

**Published:** 2022-09-05

**Authors:** Haruki Nishimura, Mitsuhiro Yoshimura, Makiko Shimizu, Kenya Sanada, Satomi Sonoda, Kazuaki Nishimura, Kazuhiko Baba, Naofumi Ikeda, Yasuhito Motojima, Takashi Maruyama, Yuki Nonaka, Ryoko Baba, Tatsushi Onaka, Takafumi Horishita, Hiroyuki Morimoto, Yasuhiro Yoshida, Makoto Kawasaki, Akinori Sakai, Masafumi Muratani, Becky Conway-Campbell, Stafford Lightman, Yoichi Ueta

**Keywords:** Neurophysiology, Sensory processing

## Abstract

Oxytocin is involved in pain transmission, although the detailed mechanism is not fully understood. Here, we generate a transgenic rat line that expresses human muscarinic acetylcholine receptors (hM3Dq) and mCherry in oxytocin neurons. We report that clozapine-N-oxide (CNO) treatment of our oxytocin-hM3Dq-mCherry rats exclusively activates oxytocin neurons within the supraoptic and paraventricular nuclei, leading to activation of neurons in the locus coeruleus (LC) and dorsal raphe nucleus (DR), and differential gene expression in GABA-ergic neurons in the L5 spinal dorsal horn. Hyperalgesia, which is robustly exacerbated in experimental pain models, is significantly attenuated after CNO injection. The analgesic effects of CNO are ablated by co-treatment with oxytocin receptor antagonist. Endogenous oxytocin also exerts anti-inflammatory effects via activation of the hypothalamus-pituitary-adrenal axis. Moreover, inhibition of mast cell degranulation is found to be involved in the response. Taken together, our results suggest that oxytocin may exert anti-nociceptive and anti-inflammatory effects via both neuronal and humoral pathways.

## Abstract (web summary)

The analgesic effect of oxytocin appears to be mediated via an oxytocin receptor and endogenous oxytocin contributes to the anti-nociception and anti-inflammatory response.

## Introduction

Oxytocin (OT), a neuropeptide synthesized in the hypothalamic supraoptic (SON) and paraventricular nuclei (PVN) and secreted from the posterior pituitary (PP) into the systemic circulation, elicits diverse actions in the peripheral and central nervous system (CNS). Different OT populations have been identified as magnocellular and parvocellular OT neurons. Magnocellular OT neurons in the SON and PVN (mPVN) affect adjacent neurons via somato-dendritic release and/or axonal projections to the PP^1^. On the other hand, parvocellular OT neurons, distributed throughout the dorsal PVN (dPVN), send projections to the CNS, notably including the spinal dorsal horn^2^. OT modulates social and sexual behaviors as well as sensory and autonomic functions through these neurosecretory systems, playing an important role in complex social interactions, such as maternal behavior, partnership, and social bonding^3^. Malfunction of the OT system is believed to be responsible for the impaired social behavior associated with autism, social anxiety, stress disorder, and schizophrenia^4^.

Additionally, many ambitious studies have suggested a role for OT in pain modulation and anti-nociceptive effects. Analgesic effects of OT have also been hypothesized to be mediated by vasopressin V1a receptor (V1aR)^5,6^. Different OT-ergic pathways are assumed to be involved in its anti-nociceptive action; one is the descending pain inhibitory system in the CNS and the other is via an indirect effect on the dorsal root ganglia (DRG) in the periphery^7^. OT amplifies gamma amino butyric acid (GABA)-ergic inhibition, which hampers nociceptive signal transduction, at superficial and deep layers of spinal dorsal horn neurons^8^. OT also modulates hypothalamus–pituitary–adrenal (HPA) axis activity under stressful conditions^9^. In addition, OT is involved in the modulation of immune and inflammatory processes^10^, which also might contribute to its analgesic effects. To date, we have demonstrated that OT is involved in the pain modulation using various experimental pain models in rats^11–13^. Elucidation of the direct effects of endogenous OT on pain pathways, however, has been particularly challenging due to technical limitations regarding the lack of specificity in OT neurons.

To overcome the aforementioned technical challenges, chemogenetics, also known as designer receptors exclusively activated by designer drugs (DREADDs) and optogenetics have been applied to OT neurons. Using these techniques, Eliava et al. demonstrated that selective parvocellular OT activation inhibited sensory processing via wide dynamic range (WDR) neurons, which resulted in analgesia in an inflammatory pain model in mice^14^. They also found that parvocellular OT neurons activated magnocellular OT neurons in the SON and increased OT release. Generally, viral transfection is used for exogenous gene expression, however, this method is fraught with technical challenges. In the present study, as an experimental refinement, we have generated a transgenic rat line that expresses human muscarinic acetylcholine receptor (hM3Dq, excitatory DREADDs) and mCherry exclusively in OT neurons.

A completely specific OT receptor (OTR) antagonist has proved elusive; therefore, it has been nearly impossible to confidently determine which receptor is responsible for the analgesic actions of OT. In this work, we have used the transgenic rats to provide compelling data to support the hypothesis that the analgesic effect of OT is mediated predominantly via OTR, although we still cannot completely rule out the possibility of a role for V1aR. Finally, using our OT-hM3Dq-mCherry transgenic rats, we provide direct evidence that endogenous OT is involved in anti-nociception and the anti-inflammatory response via the descending pain inhibitory system in the CNS and periphery.

## Results

### Generation of the OT-hM3Dq-mCherry transgenic rat line

A chimeric OT-hM3Dq-mCherry bacterial artificial chromosome (BAC) clone transgene was constructed (Fig. 1a). hM3Dq-mCherry was exclusively expressed under the OT promoter. We observed mCherry fluorescence in the SON and PVN (Fig. 1b, c), site of OT synthesis. Therefore, ongoing expression of mCherry in these nuclei was used as a robust marker of transgene expression in the rat breeding line.

**Fig. 1:**
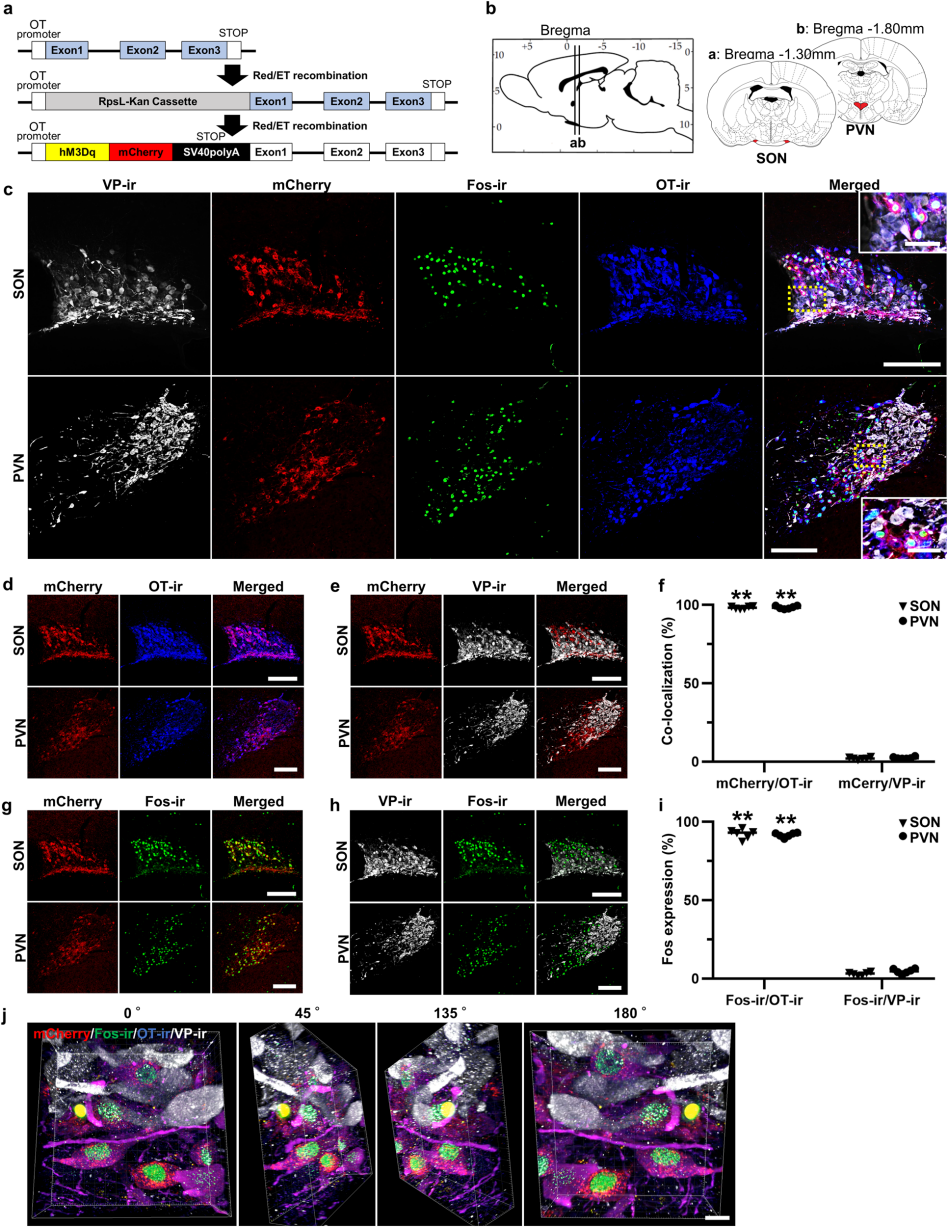
Generation of the OT-hM3Dq-mCherry transgenic rat line. **a** A concept of generating oxytocin (OT)-hM3Dq-mCherry transgenic rat. **b** Schematic illustration of the supraoptic (SON) and paraventricular nuclei (PVN). **c** Confocal images of vasopressin (VP)-immunoreactivity (ir), endogenous mCherry, Fos-ir, OT-ir, and merged images of the SON and PVN at 120 min after the subcutaneous (s.c.) injection of clozapine-N-oxide (CNO, 1 mg kg^−1^). Rectangles framed by yellow dotted lines are enlarged in magnified images. **d** Confocal images of endogenous mCherry, OT-ir, and merged images of the SON and PVN. **e** Percentage of co-localization of endogenous mCherry, VP-ir, and merged images of the SON and PVN. **f** Co-localization of mCherry with OT-ir or VP-ir neurons in the SON and PVN (*n* = 12 slices from 6 rats, each). **g** Co-localization of endogenous mCherry, Fos-ir, and merged images of the SON and PVN at 120 min after the s.c. injection of CNO. **h** Co-localization of VP-ir, Fos-ir, and merged images of the SON and PVN at 120 min after the s.c. injection of CNO. **i** Percentage of Fos-ir positive neurons in mCherry positive neurons or VP-ir positive neurons at 120 min after the s.c. injection of CNO in the SON and PVN (*n* = 12 slices from 6 rats, each). **j** Three-Dimensional reconstructed image (endogenous mCherry (red), FIHC for Fos (green), OT (blue) and VP (white)) of the SON at 120 min after s.c. injection of CNO. Scale bars in (**a**–**h**), 200 μm and 50 μm (in magnified images). Scale bar in (**j**), 10 μm.

To confirm both mCherry and hM3Dq were expressed exclusively in OT-producing neurons, we performed fluorescent immunohistochemistry (FIHC) for vasopressin (VP), Fos, and OT in the SON and PVN at 120 min after the subcutaneous (s.c.) injection of CNO (1 mg kg^−1^) (Fig. 1c–j). Confocal laser scanning microscopic observation revealed that the mCherry neurons were predominantly co-localized with OT-immunoreactive (-ir) neurons (SON, 98.2 ± 0.4%; PVN, 98.4 ± 0.4%) (Fig. 1d, f), whereas significantly fewer mCherry neurons co-localized with VP-ir neurons (SON, 2.1 ± 0.3%; PVN, 2.5 ± 0.3%) (*n* = 12 slices from 6 rats, each) (Fig. 1e, f). Indeed, 3–5% of magnocellular neurosecretory cells (MNCs) expressed equivalent levels of VP and OT^15^, hence, our present results are consistent with the interpretation that mCherry is expressed in OT neurons, irrespective of whether the OT neurons also co-express VP. Fos expression, which is one of the markers for neuronal activation, was robustly increased in mCherry neurons (SON, 92.3 ± 1.3%; PVN, 91.6 ± 0.6%) (Fig. 1g, i), but not in VP neurons (SON, 3.0 ± 0.4%; PVN, 4.7 ± 0.7%) (*n* = 12 slices from 6 rats, each) (Fig. 1h, i). Three-dimensional reconstructed SON images consistently revealed that Fos-ir was exclusively expressed in OT-ir neurons (Fig. 1j). Taken together, these results suggested that successful establishment of the transgenic rat line had been achieved.

### OT-hM3Dq-mCherry was functioning in the transgenic rats

FIHC for Fos was performed at 120 min after s.c. injection of Saline or CNO (1 mg kg^−1^) (*n* = 5–6 rats, each), and the number of mCherry neurons co-expressed with Fos-ir (neurons with red cytoplasm and green nucleus) was manually counted. Robust Fos expression was observed in the SON (Fig. 2a, c) and PVN (Fig. 2b, c) after s.c. injection of CNO compared to Saline (*n* = 10–12 slices from 5 to 6 rats, each). For further investigation, PVN was anatomically separated into mPVN and dPVN (Fig. 2d). Fos induction was observed in both the mPVN and dPVN after s.c. CNO (*n* = 10–12 slices from 5 to 6 rats, each) (Fig. 2e). On the other hand, Fos-ir was not observed after s.c. injection of either Saline or CNO in wild type (WT) rats (Supplementary Fig. 1a–c), indicating that the effect was specific to CNO injection of OT-hM3Dq-mCherry transgenic rats. The transgene is not expressed in WT rats, and consistent with this, no mCherry fluorescence was detected in the SON and PVN of WT rats (Supplementary Fig. 1a, b). As expected, serum OT and VP both remained unchanged after s.c. CNO injection of WT rats (Supplementary Fig. 1d, e).

**Fig. 2:**
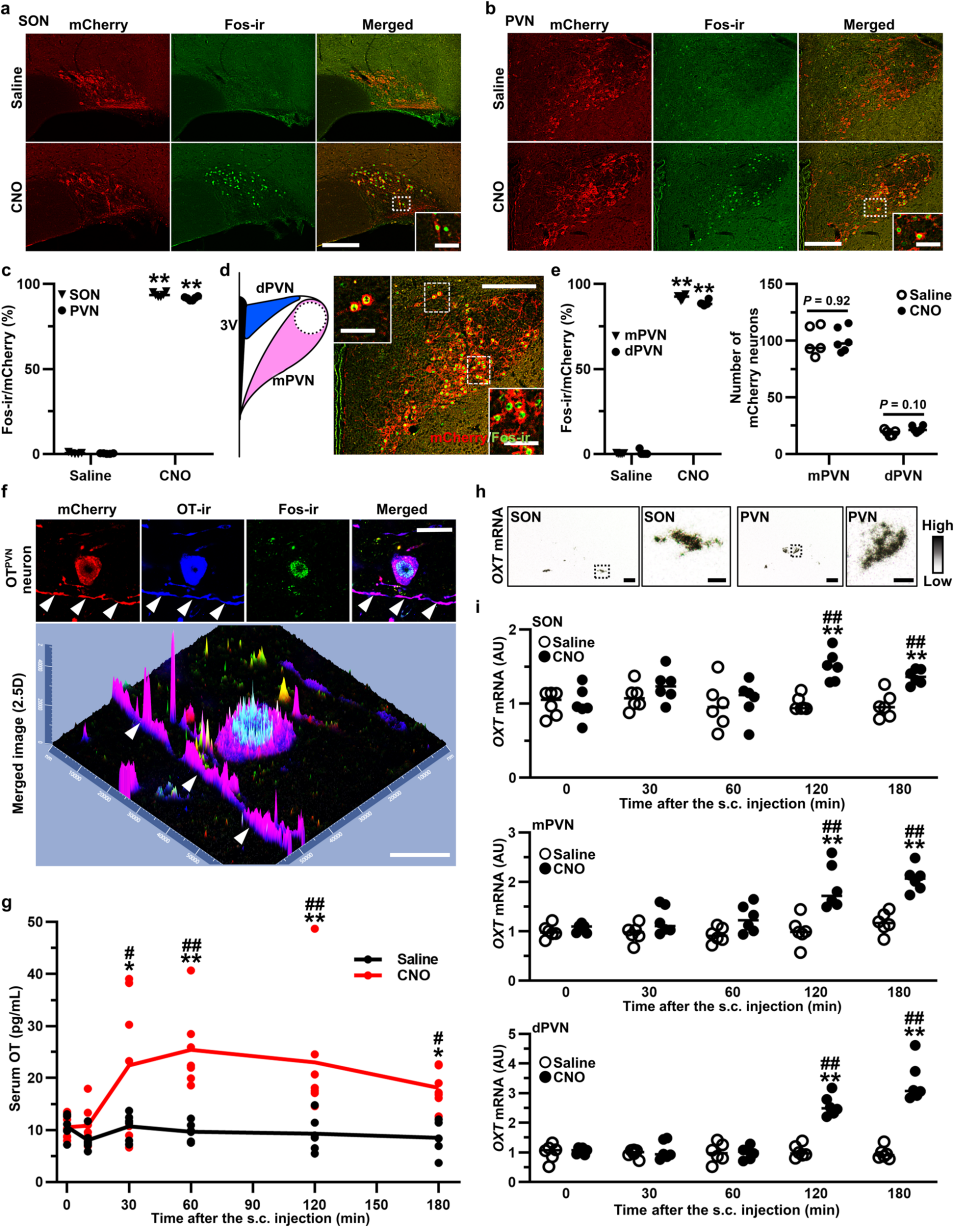
OT-hM3Dq-mCherry was functioning in the transgenic rats. Endogenous mCherry, Fos-ir and merged images of the SON (**a**) and PVN (**b**) at 120 min after the s.c. injection of Saline or CNO (1 mg kg^−1^). **c** Percentage of Fos-ir neurons in mCherry neurons in the SON and PVN (n = 10–12 slices from 5 to 6 rats, each). **P < 0.01 vs. Saline. **d** The PVN was anatomically divided into magnocellular PVN (mPVN) and dorsal parvocellular PVN (dPVN). **e** Percentage of Fos-ir neurons in the mPVN and dPVN (*n* = 10–12 slices from 5 to 6 rats, each). **P < 0.01 vs. Saline. **f** Confocal images of endogenous mCherry (red), OT-ir (blue), Fos-ir (green) and merged images of a single OT^PVN^ neuron at 120 min after the s.c. injection of CNO. White arrow heads, dendrite of OT^PVN^ neuron. **g** The serum OT concentration at 0, 10, 30, 60, 120, and 180 min after the s.c. injection of Saline or CNO (*n* = 6–7 rats in each group at each time point). *P < 0.05; **P < 0.01 vs. Saline at the same time point. ^#^*P* < 0.05; ^##^*P* < 0.01 vs. CNO at 0 min. **h** In situ hybridization (ISH) histochemistry of *oxytocin* (*OXT*) in the SON and PVN. **i** Gene expression of *OXT* in the SON, mPVN, and dPVN at 0, 30, 60, 120, and 180 min after the s.c. injection of Saline or CNO (*n* = 12 slices from 6 rats, each). **P < 0.01 vs. Saline at the same time point. ^##^*P* < 0.01 vs. CNO at 0 min. Scale bars in (**a**, **b**, **d**, **h**, 200 μm and 50 μm (in magnified images). Scale bars in (**f**), 10 μm. See also Supplementary Figs. 1, 2.

hM3Dq-mCherry was found to be localized in axons as well as in cell bodies of the OT neurons (Fig. 2f). In addition, mCherry was observed in the PP (Supplementary Fig. 2a). These results suggested that hM3Dq might be expressed in the axons and terminals as well as in the cell body of the OT neurons and may secrete OT via somato-dendritic release^1^.

Both serum OT concentration and *oxytocin* (*OXT*) gene expression were assessed to investigate the dynamics of endogenous OT production after s.c. CNO injection. Serum OT concentration, analyzed by radioimmunoassay (RIA), was significantly elevated at 30, 60, 120, and 180 min after s.c. CNO injection (1 mg kg^−1^) in comparison to Saline (*n* = 6–7 rats in each group at each time point) (Fig. 2g). *OXT* gene expression in the SON, mPVN, and dPVN, analyzed by in situ hybridization histochemistry (ISH) (Fig. 2h), was also significantly increased at 120 and 180 min after s.c. CNO injection (1 mg kg^−1^) (*n* = 12 slices from 6 rats in each group at each time point) (Fig. 2i). These results indicated that OT production, as well as OT secretion, was increased by chemogenetic activation of OT neurons.

On the other hand, s.c. CNO injection of OT-hM3Dq-mCherry transgenic rats did not affect gene expression of *arginine vasopressin* (*AVP*) in the hypothalamus nor did it affect serum VP concentration (Supplementary Fig. 2b–d), indicating that CNO did not appear to affect adjacent VP neurons in the transgenic rats.

### OT altered nociceptive behavior and activated noradrenergic neurons in the LC

The von Frey and hot plate tests were carried out to assess the effect of endogenous OT on mechanical/heat sensitivities in naïve transgenic rats. Both tests were carried out at 0, 30, 60, 120 and 180 min after the s.c. injection of Saline or CNO (1 mg kg^−1^) (*n* = 11 rats, each). Withdrawal threshold, tested by von Frey filament, was significantly elevated at 30 min after s.c. injection of CNO compared to Saline (Fig. 3a). The latency of nocifensive behavior, evaluated by hot plate test, was markedly prolonged in rats after s.c. CNO injection compared to s.c. Saline-injected controls (Fig. 3b). Mechanical/heat sensitivities were not altered in WT rats after the s.c. injection of CNO, indicating that CNO alone did not affect nociceptive behaviors (Supplementary Fig. 4a, b).

**Fig. 3:**
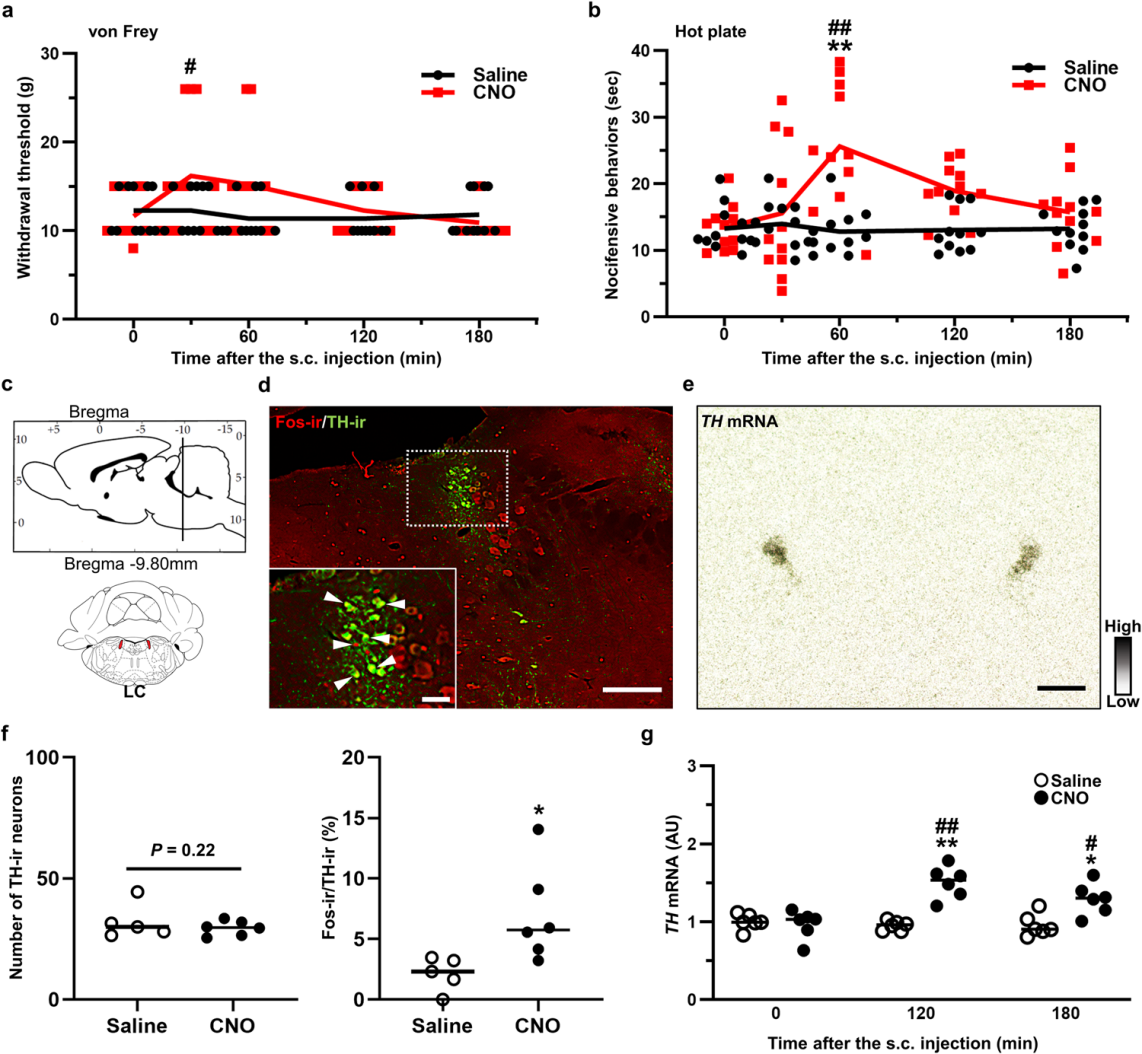
OT altered nociceptive behavior and activated noradrenergic neurons in the LC. Results of manual von Frey (**a**) and hot plate tests (**b**). **c** Schematic illustration of the locus coeruleus (LC). **d** FIHC images of tyrosine hydroxylase (TH)-ir and Fos-ir in the LC at 120 min after the s.c. injection of CNO. **e** ISH image of *TH* in the LC. **f** Number of TH-ir neurons and percentage of Fos-ir neurons in TH-ir neurons in the LC (*n* = 10–12 slices from 5 to 6 rats, each). **g** Gene expression of *TH* in the LC after the s.c. injection of Saline or CNO (1 mg kg^−1^) (*n* = 12 slices from 6 rats, each). Scale bars, 200 μm. Data are represented as mean ± SEM. *P < 0.05; **P < 0.01 vs. Saline. ^#^*P* < 0.01; ^##^*P* < 0.01 vs. CNO at 0 min. See also Supplementary Figs. 3, 4.

We hypothesized that the anti-nociceptive effects of endogenous OT did arise from the activation of the descending pain inhibitory system. Fos expression was analyzed in the locus coerleus (LC) (Fig. 3c) and dorsal raphe nucleus (DR) (Fig. 4a), two nuclei that are involved in the descending pain inhibitory system^16^. Tyrosine hydroxylase (TH) and tryptophan hydroxylase (TPH) are the rate-limiting enzyme in the biosynthesis of noradrenaline and serotonin (5-hydroxytryptamine; 5-HT), respectively^17,18^. TH is expressed in noradrenergic neurons in the LC, and TPH2 is expressed in serotonergic neurons localized within the dorsal and median raphe nuclei of the CNS. We analyzed TH-ir and TPH-ir neurons to evaluate the expression of noradrenergic and serotonergic neurons in the LC (Fig. 3d) and DR (Fig. 4b), respectively. The number of TH-ir neurons was comparable between Saline and CNO (1 mg kg^−1^), whereas the percentage of TH-ir neurons co-expressed with Fos-ir was significantly increased after s.c. CNO injection (1 mg kg^−1^) (*n* = 10–12 slices from 5 to 6 rats, each) (Fig. 3f). ISH analysis of *TH* (Fig. 3e) revealed that the gene expression of *TH* was significantly increased at 120 and 180 min after s.c. injection of CNO (1 mg kg^−1^) compared to Saline (*n* = 12 slices from 6 rats, each) (Fig. 3g). Typical representative FIHC images of the LC after s.c. injection with Saline or CNO in the transgenic rats in transgenic rats are shown (Supplementary Fig. 3a).

**Fig. 4:**
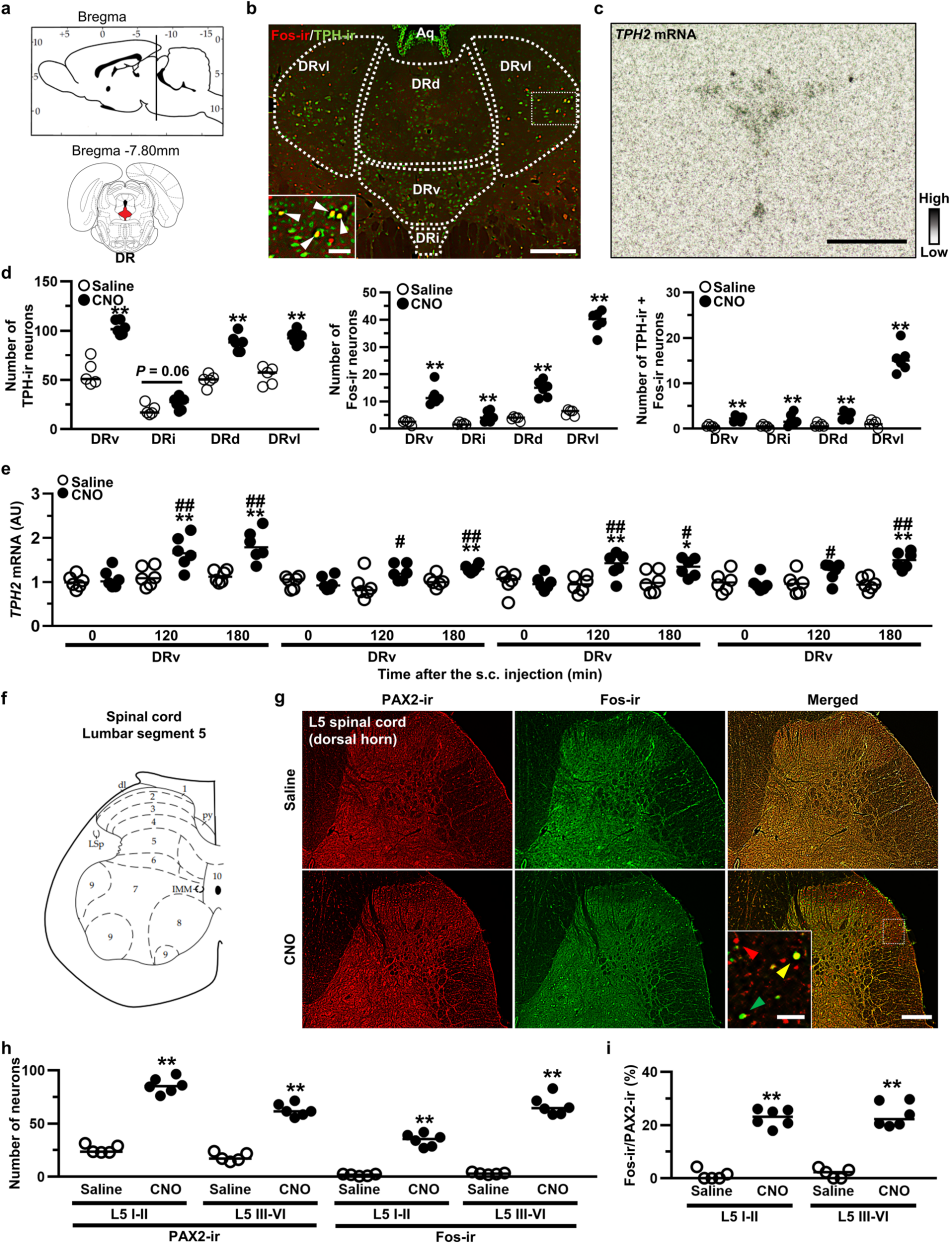
OT-activated serotonergic neurons in the DR and inhibitory interneurons in the spinal dorsal horn. **a** Schematic illustration of the dorsal raphe nucleus (DR). **b** Tryptophan hydroxylase (TPH)-ir and Fos-ir in the DR at 120 min after the s.c. injection of CNO (1 mg kg^−1^). DR were divided into ventral (DRv), inter-fascicular (DRi), dorsal (DRd) and ventrolateral “wings” (DRvl). **c** ISH image of *TPH2* in the DR. **d** TH-ir neurons, Fos-ir neurons and percentage of their co-expression in the DR (*n* = 10–12 slices from 5 to 6 rats, each). **e** Gene expression of *TPH2* in the DR after the s.c. injection of Saline or CNO (*n* = 12 slices from 6 rats, each). **f** Schematic illustration of the lumbar segment 5 (L5) in the spinal cord. **g** PAX2-ir, Fos-ir and merged images in the L5 spinal cord at 120 min after the s.c. injection of CNO. **h** PAX2-ir neurons in the superficial layer (laminae I–II) and deeper layer (laminae III–VI) of the L5 (*n* = 10–12 slices from 5 to 6 rats, each). **i** Percentage of co-localization of Fos-ir and PAX2-ir neurons in the L5 (*n* = 10–12 slices from 5 to 6 rats, each). Scale bars, 200 μm and 50 μm (in magnified images). *P < 0.05; **P < 0.01 vs. Saline. ^#^*P* < 0.01; ^##^*P* < 0.01 vs. CNO at 0 min. See also Supplementary Figs. 3, 4.

### OT-activated serotonergic neurons in the DR and inhibitory interneurons in the spinal dorsal horn

The DR was divided into four following subregions; ventral (DRv), inter-fascicular (DRi), dorsal (DRd) and ventrolateral wings (DRvl) since each subnucleus exhibits differential neuroanatomical and distinct functional roles^19^ (Fig. 4b). The number of TPH-ir neurons, Fos-ir neurons, and TPH-ir neurons co-expressed with Fos-ir neurons were significantly increased after s.c. CNO injection (1 mg kg^−1^) (*n* = 10–12 slices from 5 to 6 rats, each) (Fig. 4d). The gene expression of *TPH2* (Fig. 4c) in each subregion was also significantly increased (*n* = 12 slices from 6 rats, each) (Fig. 4e), a finding compatible with our FIHC results. Typical representative FIHC images of the DR after treatment with Saline or CNO in the transgenic rats are shown (Supplementary Fig. 3b).

FIHC for Fos and PAX2, which is a transcription factors that is exclusively expressed in the inhibitory interneurons in the spinal cord^20^, was carried out in the dorsal horn of lumbar segment 5 (L5) (Fig. 4f) in the spinal cord (Fig. 4g). The dorsal horn was divided into the superficial layer (laminae I–II) and deep layer (laminae III–VI), as differential roles have been proposed depending on the region^21^. The number of PAX2-ir neurons, Fos-ir neurons, and co-expressed PAX2-ir/Fos-ir neurons in the superficial layer and deep layer were dramatically increased in CNO-injected transgenic rats (1 mg kg^−1^) compared to Saline-injected transgenic rats (*n* = 10–12 slices from 5 to 6 rats, each) (Fig. 4h, i).

In the LC, DR, and spinal dorsal horn, most regions were not affected by the s.c. injection of CNO (1 mg kg^−1^) in WT rats (Supplementary Fig. 4c–j). The number of TPH-ir neurons, however, was statistically increased after the s.c. injection of CNO in the DRv and DRvl of WT rats without altering the number of Fos-ir neurons (Supplementary Fig. 4g). This may be one of the off-target effects of CNO^22^. CNO contains a similar structure of clozapine, an antipsychotic drug that may lead to an up-regulation of TPH^23^. Although the concentration of CNO used in our study is widely used for chemogenetic activation, and should not have major off-target effects, it is possible that it could induce the small but significant increase in TPH-ir neurons we observed in WT rats after CNO injection. In addition, several kinds of physical stress can increase the expression of TPH^24^. Of note, however, we did not see any significant increase of TPH-ir + Fos-ir neurons in the DR of WT rats (Supplementary Fig. 4g).

### OT induced differential gene expression in GABA-ergic neurons of the dorsal horn

Using retrograde tracer, we have confirmed direct and indirect neuronal projections into the L5 dorsal horn from the dPVN, LC and DR (Supplementary Fig. 5a–f). In addition, using our OT-monomeric red fluorescent protein 1 (mRFP1) transgenic rats^25^, axons of OT neurons were detected in the LC, DR and the dorsal horn of the L5 spinal cord (Supplementary Fig. 5g). The results indicate that OT-ergic projections might directly and indirectly modulate pain transmission in the spinal dorsal horn.

We speculated that functional gene expression pathways related to anti-nociception might be changed after OT activation, since abundant innervations from OT^PVN^ neurons were observed in the spinal dorsal horn. We therefore employed RNAseq to investigate this hypothesis in an unbiased manner, rather than using a targeted candidate approach. 

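RNA was sequenced from the superficial layer (laminae I–II) and from the deep layer (laminae III–VI) of the dorsal horn of OT-hM3Dq-mCherry transgenic rats, 120 min after a s.c. injection of Saline or of CNO (1 mg kg-1), the ligand of the hM3Dq receptor. The data comprise 12 libraries, with 3 Saline and 3 CNO libraries in each layer. The authors mapped the reads to the rat reference and counted total reads per gene for 32623 genes. Their deposited tables hold these raw counts, quantile-normalized counts, and a p value, a fold change and a corrected p value for each gene and layer. The raw counts were used here. In each layer the CNO libraries were compared with the Saline libraries by the quasi-likelihood test of edgeR with TMM normalization, over the 13344 genes in laminae I–II and 13117 genes in laminae III–VI that passed the low-count filter (10 counts in enough libraries). Errors are SD over n = 3 libraries unless named otherwise, and gene positions are those in the deposited tables. On counts simulated for laminae I–II with 200 genes changed, the same test recovered 85.1% of those changed 2-fold, with 12 false calls. For laminae III–VI it recovered 80.6%, with 14 false calls. The simulated genes varied independently and more of them passed than in the real data, which loosens the adjusted threshold. These shares are therefore not the power in the real data.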

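The layers differed in 8462 of 13745 genes at an edgeR adjusted p under 0.05, in a fit of all 12 libraries with a term for each rat. Of these, 4235 were higher in laminae I–II and 4227 were higher in laminae III–VI; with library totals only in place of TMM factors these were 6515 and 2533. Tac1, which encodes substance P, was at 154 ± 19.2 CPM in laminae I–II and 20.8 ± 4.01 CPM in laminae III–VI (n = 6 libraries each; log2 difference 2.72, standard error 0.06, edgeR adjusted p = 1.44e-20). Nmu was at 22.6 ± 4.58 CPM in laminae I–II and 1.44 ± 0.471 CPM in laminae III–VI (log2 difference 3.74, standard error 0.16, edgeR adjusted p = 2.91e-15). Slc6a5, the glycine transporter of inhibitory neurons, was higher in the deep layer, at 366 ± 36.8 CPM in laminae I–II and 910.1 ± 65.5 CPM in laminae III–VI (log2 difference -1.49, standard error 0.03, edgeR adjusted p = 8.34e-20). Of 15 superficial markers listed before the data were examined, 12 were higher in laminae I–II, 0 were higher in laminae III–VI and 3 did not pass the test (Calb2, Cartpt and Tacr1). Of 12 deep markers, 11 were higher in laminae III–VI and Nxph1 was higher in laminae I–II. The genes with the smallest p were Pde11a, Ebf2, Ebf1, Ebf3 and Tenm3 toward laminae I–II and Slc6a5, Scn4b, Esrrg, Asah2 and Cplx1 toward laminae III–VI.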

The dorsal horn, divided into a superficial layer (laminae I–II) and deep layer (laminae III–VI), was micro-dissected and analyzed separately (*n* = 30 specimens from 3 rats, each) (Supplementary Fig. 6a). 

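Total counts per library lay between 5245952 and 7889953. In laminae I–II they were 5245952 to 5694619 with Saline and 6095833 to 6576869 with CNO, so each CNO library was larger than each Saline library. In laminae III–VI they were 6052051 to 7889953 with Saline and 6419373 to 7458452 with CNO. Between replicates of a group the correlation across genes of log2 CPM was 0.994 to 0.997; genes are not independent replicates. The replicates differed by more than the sampling noise in each pair (chi-square per degree of freedom 2.50 to 4.35). The first principal component held 63.6% of the variance and separated the layers. Actb in laminae III–VI was at 1453 ± 97.1 CPM with Saline and 1322 ± 41.0 CPM with CNO, and Gapdh in laminae I–II was at 39.8 ± 2.81 CPM with Saline and 34.0 ± 2.92 CPM with CNO. Gapdh did not change most there. In the authors' test of laminae I–II, signed fold changes were -1.93 for Hprt1 (p = 0.00474), -1.13 for Pgk1 (p = 0.00969) and -1.16 for Gapdh (p = 0.0539). Of the housekeeping genes tested here in that layer, 1 had a higher and 10 a lower value with CNO. None of 11 housekeeping genes listed before the data were examined passed the edgeR test at an adjusted p under 0.05 in either layer (2 lower in laminae I–II and 0 in laminae III–VI when adjusted over the list alone). As a group they were lower with CNO in laminae I–II (median log2 fold change -0.10, limma camera adjusted p = 0.000919, and 0.394 with an estimated correlation). The list did not pass in laminae III–VI (median log2 fold change -0.08, limma camera adjusted p = 0.0641). It passed there without Saline replicate 1 (0.00112) and CNO replicate 3 (0.0309) and with the replicate number as a block (0.0370), lower in each case, with the limma camera adjusted p in parentheses. The median log2 fold change moved by more than 1.5 times for the group in laminae I–II to -0.07 without CNO replicate 1.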

Consistent RNAseq mapping patterns throughout the full length of known housekeeping genes, along with consistent read counts across the different samples indicated good data quality (Supplementary Fig. 6b–d).

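With CNO, 5 of 10 tested Schwann-cell genes and 3 of 19 genes of fibroblasts and meninges were lower in laminae I–II at an edgeR adjusted p under 0.05, and 0 were higher. Whether the CNO dissections held less dorsal root or nerve tissue stays open, and their share of meninges was not tested. Pmp22 was at 129.8 ± 60.1 CPM with Saline and 39.1 ± 13.4 CPM with CNO (log2 fold change -1.73, standard error 0.23, edgeR adjusted p = 0.00152; ENSRNOG00000003338, chromosome 10 from 49538588 to 49568583). Hoxd10, a homeobox gene of the lumbar cord, was at 27.1 ± 12.4 CPM with Saline and 1.70 ± 1.59 CPM with CNO (log2 fold change -3.96, standard error 0.41, edgeR adjusted p = 0.000132; ENSRNOG00000001581, chromosome 3 from 61613774 to 61617367). In all, 19 of 13344 genes passed an edgeR adjusted p of 0.05, 4 of them higher and 15 lower. At the thresholds the paper states, 59 genes passed, 5 higher and 54 lower, and 941 genes had an unadjusted p under 0.05. The higher and lower genes at these thresholds were 18 and 63 without Saline replicate 1, 15 and 57 without Saline replicate 2, 29 and 41 without Saline replicate 3, 11 and 77 without CNO replicate 1, and 2 and 56 without CNO replicate 2. They were 72 and 179 with no filter, 15 and 80 at 1 CPM in 3 libraries, 2 and 44 with DESeq2 and 85 and 169 in the authors' results. Over all tested genes, 11.7% had no overlap between the CNO and the Saline libraries, where chance gives 10%. Without CNO replicate 2, 3 genes passed the adjusted threshold. Over the 6 libraries it was passed by 9 genes with DESeq2, 41 with the edgeR exact test and 131 with no filter. Further lower genes with small p and no overlap were Prx (log2 fold change -2.54, standard error 0.32, edgeR adjusted p = 0.00112), Myoc (-2.56), Fgf1 (-1.22), Cnmd (-3.30) and Pmp2 (-2.38), the values in parentheses being log2 fold changes. On the higher side only Hmgb2l1 (log2 fold change 1.02, standard error 0.39, edgeR adjusted p = 0.572) and Cenpi (log2 fold change 1.06, standard error 0.43, edgeR adjusted p = 0.608) met the paper's thresholds without overlap, and neither passed the adjusted test. Among the genes labelled in Fig. 5c, Col14a1 (log2 fold change -1.98, standard error 0.34, edgeR adjusted p = 0.0165) and Dcn (log2 fold change -1.34, standard error 0.26, edgeR adjusted p = 0.0424) were lower. The Saline libraries held Col14a1 at 9.39 to 26.4 CPM. The labelled genes Dnajb13, Ankrd66, Prss56 and Lilrb4 had too few counts for the test. Dnajb13 had 3, 3 and 6 counts with Saline and 11, 10 and 14 with CNO. Ankrd66 had 0, 0 and 0 counts with Saline and 1, 1 and 5 with CNO. Prss56 had 0, 0 and 0 counts with Saline and 1, 1 and 4 with CNO, and Lilrb4 had 2, 1 and 3 counts with Saline and 0, 0 and 0 with CNO. Some calls ended when single libraries were left out, with the edgeR adjusted p in parentheses. Fgf1 did not pass without CNO replicate 2 (0.0741). Pmp22 did not pass without CNO replicate 2 (0.0812). Cnmd did not pass without CNO replicate 2 (0.0812). Pmp2 did not pass without CNO replicate 2 (0.0812). Col14a1 did not pass without CNO replicate 1 (0.0832), CNO replicate 2 (0.160) and CNO replicate 3 (0.0785). Dcn did not pass without Saline replicate 2 (0.0505), Saline replicate 3 (0.117), CNO replicate 1 (0.204) and CNO replicate 2 (0.388).

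**Figure D1:**
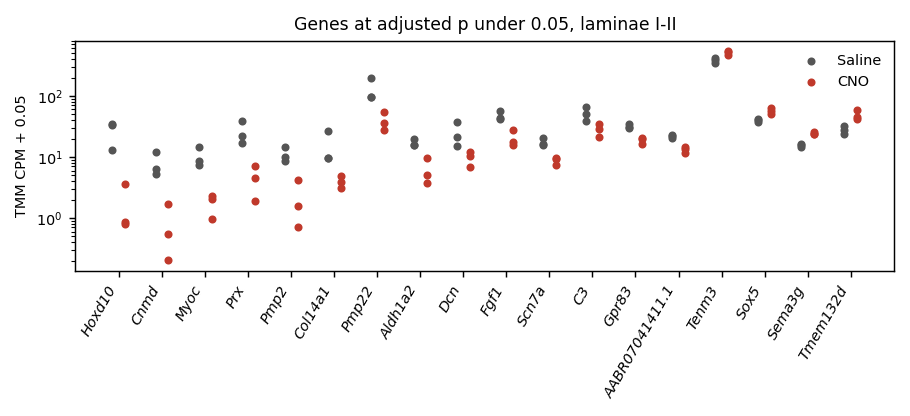
TMM-normalized CPM on a log axis (0.05 added) of genes at an edgeR adjusted p under 0.05 in laminae I–II, 1 point per library, with Saline in grey and CNO in red. Pmp22 lies at 94.5 to 199 CPM with Saline and 27.8 to 53.9 CPM with CNO.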

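Gene lists fixed before the data were examined were tested as groups with limma camera at a preset correlation between genes. Of 10 Schwann-cell genes tested, 5 were lower and 0 were higher at an edgeR adjusted p under 0.05 (5 lower when adjusted over the list alone; median log2 fold change -0.88, limma camera adjusted p = 6.25e-11, and 0.394 with an estimated correlation). Without the 2 members labelled in Fig. 5c, whose directions had been seen there, the median was -0.53 (limma camera adjusted p = 4.42e-06). Of 19 genes of fibroblasts and meninges, 3 were lower and 0 higher (10 lower when adjusted over the list alone; median log2 fold change -0.70, limma camera adjusted p = 7.59e-11, and 0.394 with an estimated correlation). Of 31 genes of extracellular matrix and integrins, 1 was lower and 0 higher (9 lower when adjusted over the list alone; median log2 fold change -0.32, limma camera adjusted p = 4.05e-07, and 0.423 with an estimated correlation). Col3a1 of the same list was at 88.8 ± 98.9 CPM with Saline and 22.9 ± 2.89 CPM with CNO (log2 fold change -1.96, standard error 0.49, edgeR adjusted p = 0.220). Among the 59 genes at the paper's thresholds were 4 Schwann-cell genes against 0.0442 expected (Fisher's exact test, two-sided, adjusted p = 1.49e-06), 8 of fibroblasts and meninges against 0.0840 (adjusted p = 4.09e-13 from Fisher's exact test) and 6 of extracellular matrix against 0.137 (adjusted p = 1.23e-07 from Fisher's exact test). In the opposite direction, 12 astrocyte genes (median log2 fold change 0.15, limma camera adjusted p = 0.000182, and 0.394 with an estimated correlation; 1 higher when adjusted over the list alone) and 19 genes of glutamatergic neurons (median log2 fold change 0.13, limma camera adjusted p = 0.00365, and 0.437 with an estimated correlation; 6 higher when adjusted over the list alone) were higher as groups, and none of their members passed the edgeR test over all genes. Nmur2 had the smallest p among the latter (log2 fold change 0.72, standard error 0.15, edgeR adjusted p = 0.101). With the adjusted p in parentheses, Nmur2 passed with the edgeR exact test (0.00691), with no filter (4.54e-05), with the replicate block (0.00346) and without CNO replicate 1 (0.0129). The group result ended for glutamatergic neurons without Saline replicate 3 (0.163) and CNO replicate 2 (0.140), with the limma camera adjusted p in parentheses. The median log2 fold change moved by more than 1.5 times for fibroblasts and meninges to -0.22 without Saline replicate 3, for extracellular matrix to -0.07 without Saline replicate 3 and -0.48 without CNO replicate 1, for astrocytes to 0.09 without Saline replicate 1, for glutamatergic neurons to 0.27 without Saline replicate 2, 0.22 without CNO replicate 1, 0.01 without CNO replicate 2 and 0.20 without CNO replicate 3.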

In the laminae I–II, 254 genes were significantly differentially expressed (*p* value < 0.05, |fold change| > 2) after chemogenetic activation of endogenous OT. On the other hand, 191 genes were significantly differentially expressed (*p* value < 0.05, |fold change| > 2) in the laminae III–VI (Fig. 5a–d). 

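C3, the complement component, and Hoxd10 were lower with CNO in laminae III–VI. C3 was at 48.3 ± 23.7 CPM with Saline and 17.6 ± 3.06 CPM with CNO (log2 fold change -1.43, standard error 0.23, edgeR adjusted p = 0.0109; ENSRNOG00000046834, chromosome 9 from 9721105 to 9747167). Hoxd10 was at 84.8 ± 3.67 CPM with Saline and 36.7 ± 25.2 CPM with CNO (log2 fold change -1.21, standard error 0.23, edgeR adjusted p = 0.0396). In all, 18 of 13117 genes passed an edgeR adjusted p of 0.05, 11 higher and 7 lower. DESeq2 gave 25 (23 higher and 2 lower, with 6 of the 18 among them), limma-voom 12, limma on quantile-normalized counts 1, library totals only 6 higher and 7 lower, the edgeR exact test 49, no filter 112, and the edgeR fit of all 12 libraries 0 (1163 at an unadjusted p under 0.05). At the paper's thresholds 36 genes passed, 16 higher and 20 lower, with 1212 genes at an unadjusted p under 0.05. The higher and lower genes there were 34 and 24 without Saline replicate 3, 24 and 32 without CNO replicate 1, 19 and 38 without CNO replicate 2, 79 and 147 with no filter, 25 and 38 at 1 CPM in 3 libraries, 9 and 12 with DESeq2, 21 and 12 with limma on quantile-normalized counts and 61 and 130 in the authors' results. Over all tested genes, the share with no overlap between the groups was 14.5%, against 10% by chance. The count at the adjusted threshold was 2 without Saline replicate 1, 5 without Saline replicate 2, 92 without Saline replicate 3, 5 without CNO replicate 2 and 0 without CNO replicate 3 (800 at an unadjusted p under 0.05). Among the genes labelled in Fig. 5d, Chodl was lower (8.86 ± 3.22 CPM with Saline and 2.84 ± 0.231 CPM with CNO; log2 fold change -1.63, standard error 0.28, edgeR adjusted p = 0.0157). Vwa5a (log2 fold change 1.15, standard error 0.29, edgeR adjusted p = 0.199) and Eva1c (log2 fold change 1.17, standard error 0.39, edgeR adjusted p = 0.386) met the paper's thresholds and did not pass the adjusted test. The other labelled genes had too few counts for the test. Timp1 had 4, 12 and 12 counts with Saline and 2, 3 and 3 with CNO. Serpinb1b had 10, 4 and 6 counts with Saline and 0, 0 and 3 with CNO. Il21r had 6, 3 and 4 counts with Saline and 1, 1 and 1 with CNO. Igsf5 had 0, 2 and 0 counts with Saline and 6, 1 and 3 with CNO. Tmem200b had 0, 0 and 1 counts with Saline and 3, 4 and 2 with CNO, and Cysltr2 had 1, 0 and 0 counts with Saline and 3, 2 and 3 with CNO. Sulf1 was also lower (log2 fold change -1.02, standard error 0.19, edgeR adjusted p = 0.0294). Cd4, Gprin2, Hes1 and Tmem179b on the lower side and Grem1, Slc17a8, Bard1, Pgam2, Fam83b and Zbtb33 on the higher side met the paper's thresholds without overlap and did not pass the adjusted test; of these Grem1 had the smallest p (log2 fold change 1.20, standard error 0.27, edgeR adjusted p = 0.120). Some calls ended when single libraries were left out, with the edgeR adjusted p in parentheses. C3 did not pass without CNO replicate 2 (0.0633) and CNO replicate 3 (0.100). Hoxd10 did not pass without Saline replicate 1 (0.208), Saline replicate 2 (0.0680), CNO replicate 2 (0.157) and CNO replicate 3 (0.346). Chodl did not pass without Saline replicate 1 (0.179), Saline replicate 2 (0.0640), CNO replicate 2 (0.0875) and CNO replicate 3 (0.100). Sulf1 did not pass without Saline replicate 1 (0.240), Saline replicate 2 (0.0924), CNO replicate 2 (0.157) and CNO replicate 3 (0.192).

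**Figure D2:**
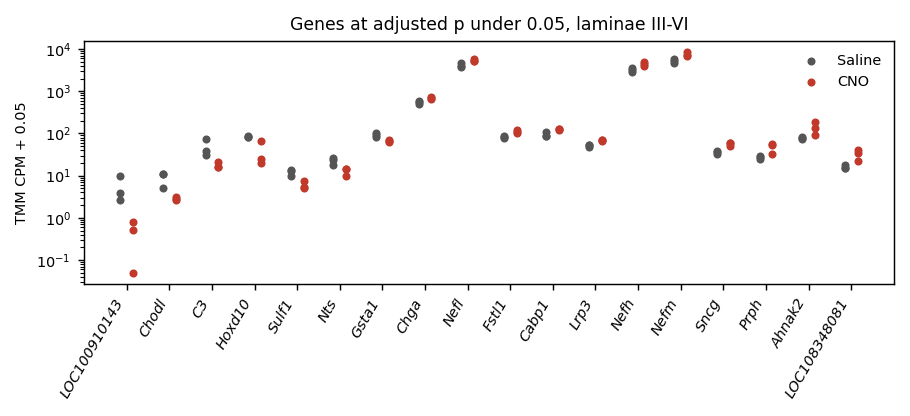
TMM-normalized CPM on a log axis (0.05 added) of the 18 genes at an edgeR adjusted p under 0.05 in laminae III–VI, 1 point per library, with Saline in grey and CNO in red. C3 lies at 30.6 to 75.2 CPM with Saline and 15.6 to 21.1 CPM with CNO.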

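The deep markers were higher with CNO as a group in laminae III–VI. Of 12 tested, 2 were higher and 0 lower at an edgeR adjusted p under 0.05 (5 higher when adjusted over the list alone; median log2 fold change 0.19, limma camera adjusted p = 3.5e-09, and 0.310 with an estimated correlation). Of 14 genes expressed in neurons at large, 3 were higher and 0 lower (6 higher when adjusted over the list alone; median log2 fold change 0.07, limma camera adjusted p = 1.9e-05, and 0.310 with an estimated correlation). In the same layer the share of counts in ribosomal protein genes was 0.690% to 0.715% with Saline and 0.653% to 0.674% with CNO, and the share in the 10 most abundant genes was 7.81% to 8.54% and 8.72% to 9.28%, without overlap between the groups. The neurofilament genes belong to these lists. Nefm was at 5215 ± 628 CPM with Saline and 7528 ± 943 CPM with CNO (log2 fold change 0.53, standard error 0.09, edgeR adjusted p = 0.0109), Nefh at 3158 ± 337 CPM with Saline and 4453 ± 475 CPM with CNO (log2 fold change 0.50, standard error 0.08, edgeR adjusted p = 0.0109) and Nefl at 4129 ± 383 CPM with Saline and 5339.9 ± 351 CPM with CNO (log2 fold change 0.37, standard error 0.07, edgeR adjusted p = 0.0315). Of 6 motor neuron genes, 1 was higher, Prph (log2 fold change 0.81, standard error 0.15, edgeR adjusted p = 0.0294), and 0 lower (1 higher when adjusted over the list alone; median log2 fold change 0.22, limma camera adjusted p = 0.00291, and 0.590 with an estimated correlation). Some calls ended when single libraries were left out, with the edgeR adjusted p in parentheses. Nefm did not pass without Saline replicate 1 (0.0873), Saline replicate 2 (0.0598) and CNO replicate 3 (0.100). Nefh did not pass without Saline replicate 1 (0.0873), Saline replicate 2 (0.0556) and CNO replicate 3 (0.100). Nefl did not pass without Saline replicate 1 (0.240), Saline replicate 2 (0.163), CNO replicate 1 (0.0831), CNO replicate 2 (0.0591) and CNO replicate 3 (0.237). Prph did not pass without Saline replicate 1 (0.240), Saline replicate 2 (0.0626), CNO replicate 2 (0.157) and CNO replicate 3 (0.237). The group result ended for motor neuron genes without CNO replicate 3 (0.0727), with the limma camera adjusted p in parentheses. The median log2 fold change moved by more than 1.5 times for neuronal genes at large to 0.10 without CNO replicate 1, for motor neuron genes to 0.39 without CNO replicate 1 and 0.11 without CNO replicate 3.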

Interestingly, many of these genes have previously been shown to be predominantly expressed in GABA-ergic neurons^26^. It is suggested that endogenous OT might directly and/or indirectly inhibit local afferent sensory transmission. 

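None of the tested genes that mark GABA-ergic neurons passed an edgeR adjusted p of 0.05 between CNO and Saline in either layer. Gad1, which encodes an enzyme of GABA synthesis, was at 235 ± 23.7 CPM with Saline and 238 ± 6.18 CPM with CNO in laminae I–II (log2 fold change 0.02, standard error 0.07, edgeR adjusted p = 0.977) and at 158 ± 19.3 CPM with Saline and 139.7 ± 6.83 CPM with CNO in laminae III–VI (log2 fold change -0.18, standard error 0.08, edgeR adjusted p = 0.496). Gad2 had a log2 fold change of -0.02, standard error 0.06, edgeR adjusted p = 0.969 in laminae I–II and a log2 fold change of -0.24, standard error 0.08, edgeR adjusted p = 0.352 in laminae III–VI. Slc32a1, the vesicular transporter, had a log2 fold change of 0.00, standard error 0.07, edgeR adjusted p = 0.998 and a log2 fold change of 0.17, standard error 0.08, edgeR adjusted p = 0.552, in that order. For Pax2, the marker used in the paper's immunohistochemistry, the values were -0.08 (standard error 0.14) and 0.09 (standard error 0.14) on the log2 scale. The paper counted more PAX2-ir neurons, and more of them with Fos, in both layers after CNO. Counts of stained cells are a measure unlike RNA of a whole layer. Of the GABA-ergic and inhibitory neuron genes listed before the data were examined, 16 were tested in laminae I–II and 15 in laminae III–VI. In each layer 0 were higher and 0 lower at an edgeR adjusted p under 0.05, also when adjusted over the list alone. The list as a group did not pass in laminae I–II (median log2 fold change 0.04, limma camera adjusted p = 0.402) or in laminae III–VI (median log2 fold change -0.01, limma camera adjusted p = 0.692). The members with the smallest p in laminae I–II were Pdyn (log2 fold change -0.34, standard error 0.11, edgeR adjusted p = 0.471), Nos1 (log2 fold change 0.22, standard error 0.08, edgeR adjusted p = 0.499), Lhx1 (log2 fold change 0.61, standard error 0.24, edgeR adjusted p = 0.596) and Rorb (log2 fold change 0.15, standard error 0.09, edgeR adjusted p = 0.790). In laminae III–VI they were Gad2, Pdyn (log2 fold change -0.41, standard error 0.18, edgeR adjusted p = 0.488), Gad1 and Slc32a1. Over all genes, Gad2 passed with no filter (0.0458), with the replicate block (0.00582) and without Saline replicate 3 (0.0254) in laminae III–VI, lower in each case, with the adjusted p in parentheses. In the authors' test the corrected p of Gad2 in that layer was 0.627. None of the list's genes was at the thresholds of the paper in either layer, by the quasi-likelihood test or in the deposited results of the authors. The list holds genes chosen as markers of these neurons and is not the atlas list that the paper cites, which is not part of the deposited data. From the expression of many altered genes in GABA-ergic neurons, the paper proposes that endogenous OT might act, directly or not, to inhibit sensory transmission in the dorsal horn.

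**Figure D3:**
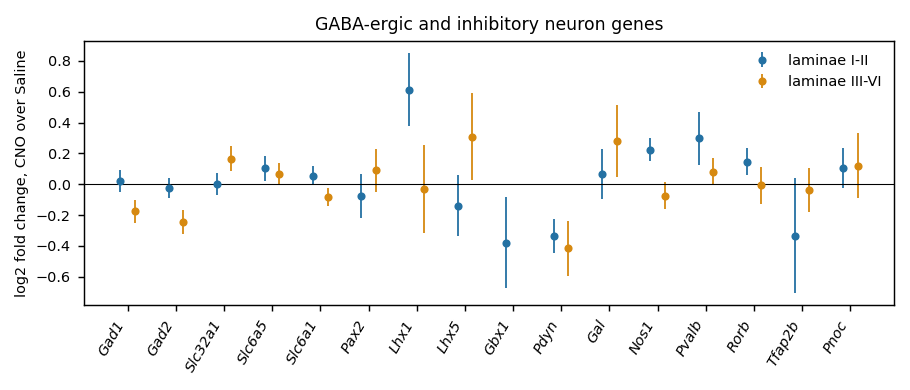
Log2 fold change of CNO over Saline for the tested genes of the GABA-ergic and inhibitory neuron list, with bars of 1 standard error, in laminae I–II (blue) and laminae III–VI (orange). Gad1 lies at 0.02 and -0.18.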

Gene ontology (GO) enrichment analysis was performed for interpreting the functional categories of these altered genes in the dorsal horn (Fig. 5e, f). GO terms that were related to “inflammatory response” or “immune response” were enriched after the chemogenetic activation of OT in the spinal dorsal horn. It therefore now appears that endogenous OT might also modulate the spinal inflammation and/or immune response, resulting in suppressing sensory transmission. 

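C3 was lower with CNO in both layers; in laminae I–II it was at 51.9 ± 13.7 CPM with Saline and 28.5 ± 6.87 CPM with CNO (log2 fold change -0.86, standard error 0.17, edgeR adjusted p = 0.0456). Of 19 genes of the inflammatory response tested in laminae I–II, 1 was lower, C3, and 0 were higher at an edgeR adjusted p under 0.05 (1 lower when adjusted over the list alone; median log2 fold change -0.05, limma camera adjusted p = 0.429). Of 19 in laminae III–VI, 1 was lower, C3, and 0 higher (1 lower and 1 higher, Nfkbia, when adjusted over the list alone; median log2 fold change -0.14, limma camera adjusted p = 0.0641). Nfkbia in laminae III–VI was at 21.4 ± 2.21 CPM with Saline and 28.3 ± 0.649 CPM with CNO (log2 fold change 0.41, standard error 0.11, edgeR adjusted p = 0.220). With the adjusted p in parentheses, Nfkbia passed with the replicate block (0.0343). The list as a whole did not pass in either layer. It passed in laminae III–VI, toward lower values, with the replicate number as a block (limma camera adjusted p = 0.0442) and without Saline replicate 1 (limma camera adjusted p = 0.0241). For laminae I–II, C3 did not pass without Saline replicate 1 (0.0811), Saline replicate 2 (0.226), CNO replicate 1 (0.204) and CNO replicate 2 (0.388), with the edgeR adjusted p in parentheses. From enriched terms of inflammatory and immune responses among its altered genes, the paper proposes that OT might also modulate spinal inflammation or the immune response.

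**Figure D4:**
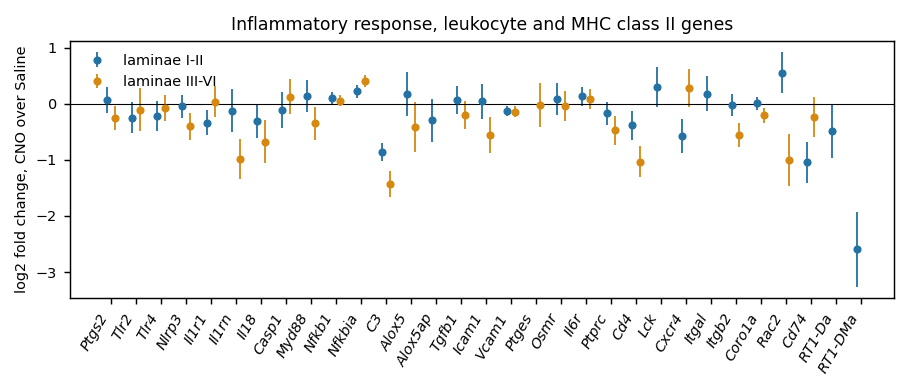
Log2 fold change of CNO over Saline for the tested genes of the lists of the inflammatory response, lymphocytes and leukocytes, and MHC class II, with bars of 1 standard error, in laminae I–II (blue) and laminae III–VI (orange). C3 lies at -0.86 and -1.43.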

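Some lists of immune genes were lower with CNO as groups with limma camera at the preset correlation and none with an estimated correlation, and no single member of the lists below passed the edgeR test over all genes. In laminae I–II, 3 genes of MHC class II were tested (median log2 fold change -1.05, limma camera adjusted p = 0.000227, and 0.394 with an estimated correlation; 2 lower when adjusted over the list alone). RT1-DMa was at 2.62 ± 0.213 CPM with Saline and 0.410 ± 0.710 CPM with CNO (log2 fold change -2.60, standard error 0.66, edgeR adjusted p = 0.249) and Cd74 at 8.86 ± 4.82 CPM with Saline and 4.28 ± 2.49 CPM with CNO (log2 fold change -1.05, standard error 0.36, edgeR adjusted p = 0.499). In laminae III–VI only Cd74 of this list had enough counts for the test. With no filter, 2 of its 7 members there met the paper's thresholds, 2 higher and 0 lower (adjusted p = 0.0317 from Fisher's exact test), and the authors' calls hold 2, both higher. Microglial genes were lower in laminae I–II (median log2 fold change -0.21, limma camera adjusted p = 0.00174, and 0.421 with an estimated correlation; 1 of 11 lower when adjusted over the list alone) and in laminae III–VI (median log2 fold change -0.33, limma camera adjusted p = 0.000406, and 0.590 with an estimated correlation; 2 of 11). Tyrobp was at 9.36 ± 0.543 CPM with Saline and 4.90 ± 0.383 CPM with CNO in laminae I–II (log2 fold change -0.93, standard error 0.21, edgeR adjusted p = 0.126). Interferon-response genes were lower in laminae I–II (median log2 fold change -0.24, limma camera adjusted p = 0.000212, and 0.437 with an estimated correlation) and in laminae III–VI (median log2 fold change -0.18, limma camera adjusted p = 0.0280, and 0.602 with an estimated correlation), with 0 of 19 lower in each layer when adjusted over the list alone. The genes of lymphocytes and other leukocytes were lower in laminae III–VI (median log2 fold change -0.52, limma camera adjusted p = 0.00291, and 0.363 with an estimated correlation; 1 of 6 lower when adjusted over the list alone) and did not pass in laminae I–II (median log2 fold change -0.01, limma camera adjusted p = 0.717). Of the 26 genes of that list only 6 could be tested in laminae III–VI, so the result cannot be assigned to lymphocytes. Cd4 in laminae III–VI was at 8.05 ± 2.83 CPM with Saline and 3.81 ± 1.46 CPM with CNO (log2 fold change -1.04, standard error 0.27, edgeR adjusted p = 0.221). Border macrophage genes did not pass in laminae I–II (median log2 fold change -0.41, limma camera adjusted p = 0.0795) or laminae III–VI (median log2 fold change -0.02, limma camera adjusted p = 0.798). Among the genes at the paper's thresholds were 2 of MHC class II in laminae I–II against 0.0133 expected (Fisher's exact test, two-sided, adjusted p = 0.000906) and 2 of lymphocytes and leukocytes in laminae III–VI, Cd4 and Rac2, against 0.0165 (adjusted p = 0.00137 from Fisher's exact test). With no filter the latter did not pass (adjusted p = 0.197 from Fisher's exact test). For the inflammatory response, with 0.0840 and 0.0521 members expected, the adjusted p from Fisher's exact test was 1.00 in laminae I–II and 0.353 in laminae III–VI. The group result ended for microglia in laminae I–II without Saline replicate 2 (0.104) and CNO replicate 1 (0.0825), with the limma camera adjusted p in parentheses. It also ended for microglia in laminae III–VI without Saline replicate 2 (0.0977), the interferon response in laminae III–VI without Saline replicate 1 (0.0852), Saline replicate 2 (0.0875), CNO replicate 1 (0.245) and CNO replicate 2 (0.205), with the limma camera adjusted p in parentheses. The median log2 fold change moved by more than 1.5 times for MHC class II in laminae I–II to -0.50 without Saline replicate 3 and -1.64 without CNO replicate 3, for microglia in laminae I–II to -0.12 without CNO replicate 1, for microglia in laminae III–VI to -0.18 without Saline replicate 2 and -0.55 without Saline replicate 3, for the interferon response in laminae I–II to -0.13 without Saline replicate 1 and -0.47 without CNO replicate 3, for the interferon response in laminae III–VI to -0.07 without CNO replicate 1 and -0.38 without CNO replicate 3. Single genes lower with CNO passed in other settings, with the adjusted p in parentheses. For laminae I–II, RT1-DMa passed with the edgeR exact test (0.000814), with limma-voom (0.0385), with no filter (0.00180), with the replicate block (0.0388) and without CNO replicate 1 (0.0129). Cd74 passed with no filter (0.00423) and with the replicate block (0.0343). Tyrobp passed with the edgeR exact test (0.0102), with no filter (0.0126) and with the replicate block (0.0488). For laminae III–VI, Cd4 passed with the edgeR exact test (0.0499), with no filter (0.00140) and with the replicate block (0.0198). A call was gained for border macrophages in laminae I–II without Saline replicate 1 (0.00947) and CNO replicate 3 (0.0301), toward lower values, with the limma camera adjusted p in parentheses.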

Raw RNA sequencing data are available at Gene Expression Omnibus (GEO) in the National Center for Biotechnology Information (NCBI) (accession number GSE210528).

**Fig. 5:**
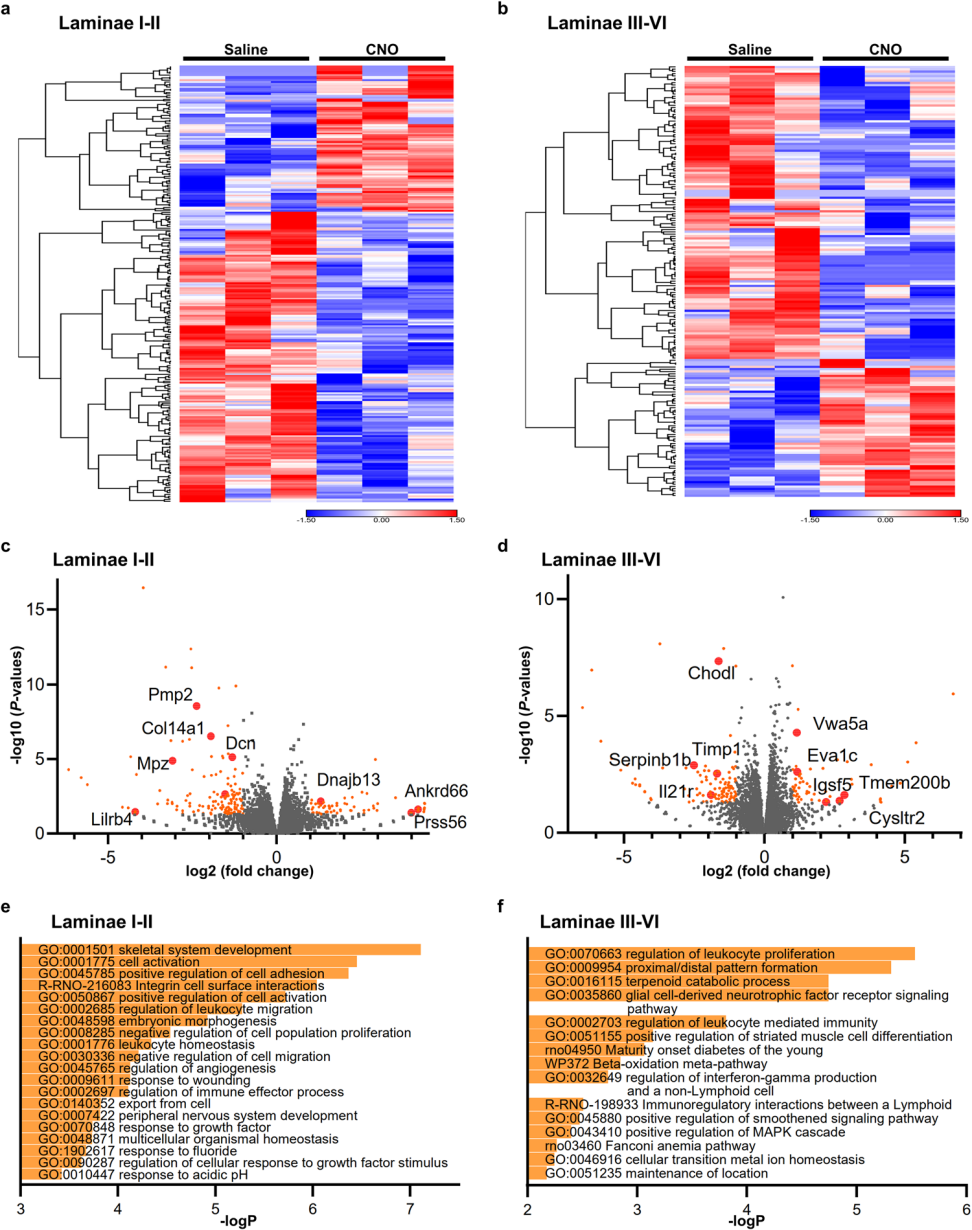
OT induced differential gene expression in GABA-ergic neurons of the dorsal horn. Heat map of the altered genes in the laminae I–II (**a**) and laminae III–VI (**b**) of the spinal cord after the chemogenetic activation of endogenous OT by using RNAseq. The samples for the analysis were collected at 120 min after the s.c. injection of Saline or CNO (1 mg kg^−1^). Scale represents normalized values subtracted by row mean divided by standard deviation. Volcano plot of the genes in the laminae I–II (**c**) and laminae III–VI (**d)** of the spinal cord. The genes that were significantly altered were depicted by orange color dots. Red-colored dots indicate subset of the genes that are predominantly expressed in GABA-ergic neurons. Gene ontology (GO) terms that were enriched by endogenous OT in the laminae I–II (**e**) and laminae III–VI (**f**) of the spinal cord. Raw RNA sequencing data are available at Gene Expression Omnibus (GEO) in the National Center for Biotechnology Information (NCBI) (accession number GSE210528). See also Supplementary Figs. 5, 6.

### OT alleviated hyperalgesia in a neuropathic pain model via neuronal pathway

We employed the Seltzer model which is developed by partial ligation of the right sciatic nerve as a neuropathic pain model^27^ (Fig. 6a). This model enables us to evaluate the effect of OT on neuropathic pain since hypersensitivities against mechanical and heat stimulation develop rapidly, and continue for a substantial amount of time. Withdrawal threshold (mechanical sensitivity) and the latency of nocifensive behavior (heat sensitivity to 52.5 °C) were promptly decreased after the Seltzer surgery (Supplementary Fig. 7a, b). In addition, we have confirmed the effects of CNO (1 mg kg^−1^) in Sham-operated animals at post-operative day 10. The results were consistent with naïve transgenic rats (Supplementary Fig. 7c, d). To exclude unwanted effects of surgical intervention, the experiment was performed at 10 days after the surgery. Mechanical/heat sensitivities were evaluated for 3 h after administering Saline or CNO (1 mg kg^−1^) (Fig. 6b). Withdrawal threshold was significantly elevated at 0.5, 1, and 2 h after the s.c. injection of CNO (Fig. 6d), whilst the latency of nocifensive behavior was markedly prolonged at 1 h after the s.c. injection of CNO compared to Saline (*n* = 9 rats, each) (Fig. 6e).

**Fig. 6:**
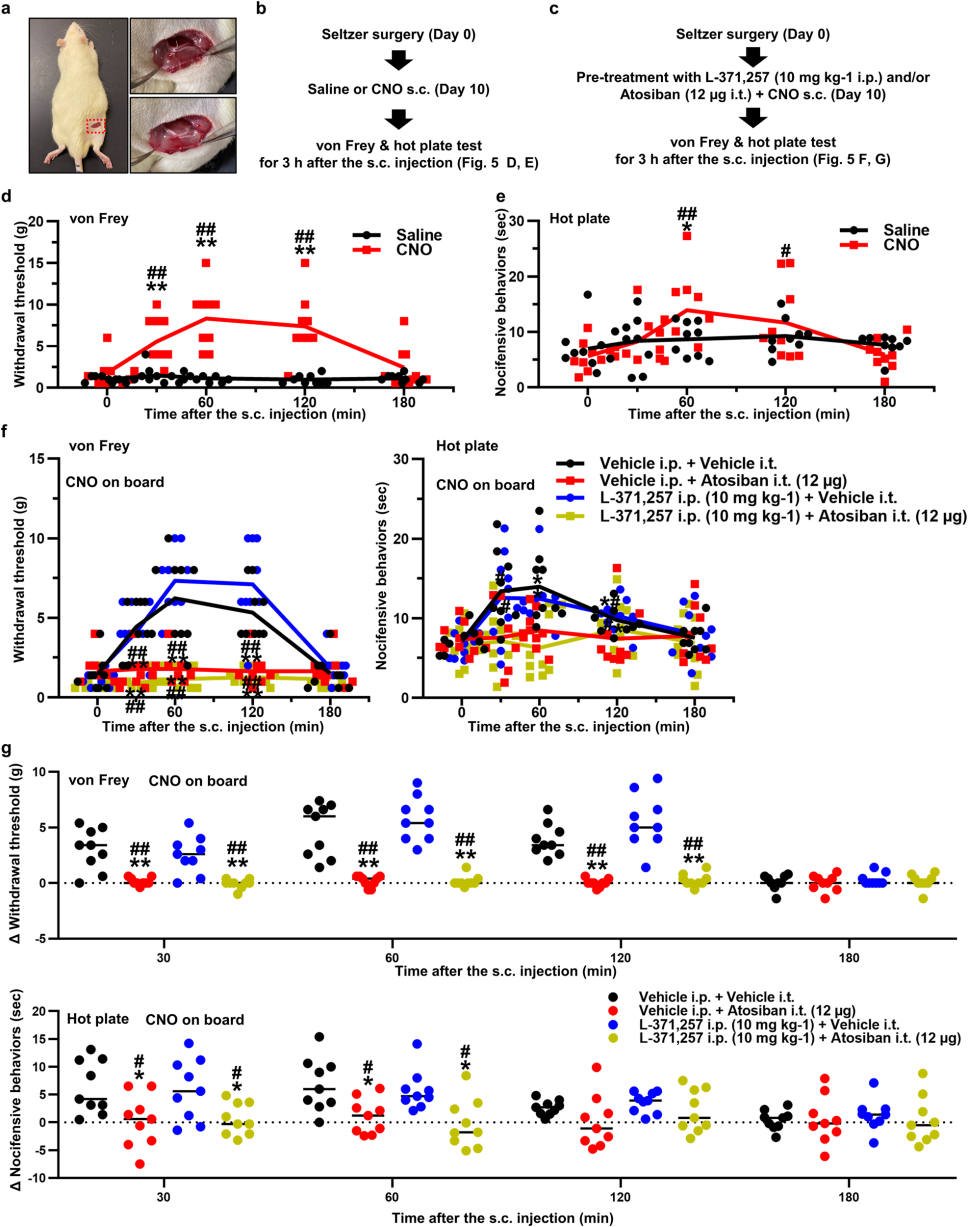
OT alleviated hyperalgesia in a neuropathic pain model via neuronal pathway. **a** The Seltzer surgery was performed via dorsal approach. Experimental procedures administering CNO after the Seltzer surgery (**b**) and OT receptor (OTR) antagonist treatment (**c**). Results of the manual von Frey (**d**) and hot plate tests (**e**) after the s.c. injection of Saline or CNO (1 mg kg^−1^) in the Seltzer model (*n* = 9 rats, each). Data are represented as mean ± SEM. **P < 0.01 vs. Saline at the same time point. ^#^*P* < 0.05; ^##^*P* < 0.01 vs. CNO at 0 min. Results of the manual von Frey (**f**) and hot plate tests (**g**) after the s.c. injection of CNO (1 mg kg^−1^) pretreatment with L-371,257 dissolved in DMSO [10 mg kg^−1^] for OTR antagonist i.p., Atosiban dissolved in saline [1 μg μL^−1^] for OTR antagonist i.t., and/or vehicle in the Seltzer model (*n* = 9 rats, each). Data are represented as mean ± SEM. **P < 0.01 vs. Vehicle i.p. + Vehicle i.t., ^#^*P* < 0.05; ^##^*P* < 0.01 vs. OTR antagonist i.p. + Vehicle i.t. at the same time point. See also Supplementary Fig. 7.

Next, we used OTR antagonist to examine whether the anti-hyperalgesic effects of OT on neuropathic pain were ascribed to neuronal or humoral targets of OT (Fig. 6c). Rats were either treated with an intraperitoneal (i.p.) injection of OTR antagonist (L-371,257, dissolved in dimethyl sulfoxide (DMSO) [10 mg kg^−1^]), intrathecal (i.t.) injection of OTR antagonist (Atosiban, dissolved in saline [1 μg μL^−1^, 12 µg per rat]) or both (*n* = 9 rats, each). Since OT itself does not cross the blood brain barrier (BBB), the role of neuronal/humoral OT could be differentiated by using these antagonists. The dose of i.t. OTR antagonist was very small that the effects on periphery was negligible. Thereafter, all rats were subcutaneously injected with CNO (1 mg kg^−1^). Mechanical/heat sensitivities were evaluated for 3 h. Vehicle i.p. and i.t. treatment did not affect both withdrawal threshold and the latency of nocifensive behavior, whilst combined i.p. plus i.t. injection of OTR antagonist ablated the effects of CNO (Fig. 6f, g), suggesting that endogenous OT was involved in the alteration of mechanical/heat sensitivities. Interestingly, the effects of CNO on withdrawal threshold and the latency of nocifensive behavior were not affected by i.p. injection of OTR antagonist, but was completely abolished by i.t. injection of OTR antagonist (Fig. 6f, g). These results suggested that the neuronal OT-ergic pathway plays a greater role in the inhibition of mechanical/heat transmissions, than the humoral OT pathway does, at least in the neuropathic pain model.

### OT alleviated spontaneous nociceptive behaviors and hyperalgesia in inflammatory pain models via the humoral pathway

We also examined the effect of endogenous OT on the spontaneous nociceptive behaviors using the formalin test model^28^ (Fig. 7a). Strikingly, the right foot pad swelling that resulted from s.c. injection of 5% formalin (100 µL) was significantly attenuated by pretreatment with CNO (1 mg kg^−1^) (*n* = 11 rats, each) (Fig. 7c, d). Total licking time (analyzed at 5 min intervals for 60 min) was significantly decreased in CNO compared to Saline (*n* = 5–6 rats, each) (Fig. 7e). This decrease was detected in both the 1st and 2nd phase (Fig. 7f).

**Fig. 7:**
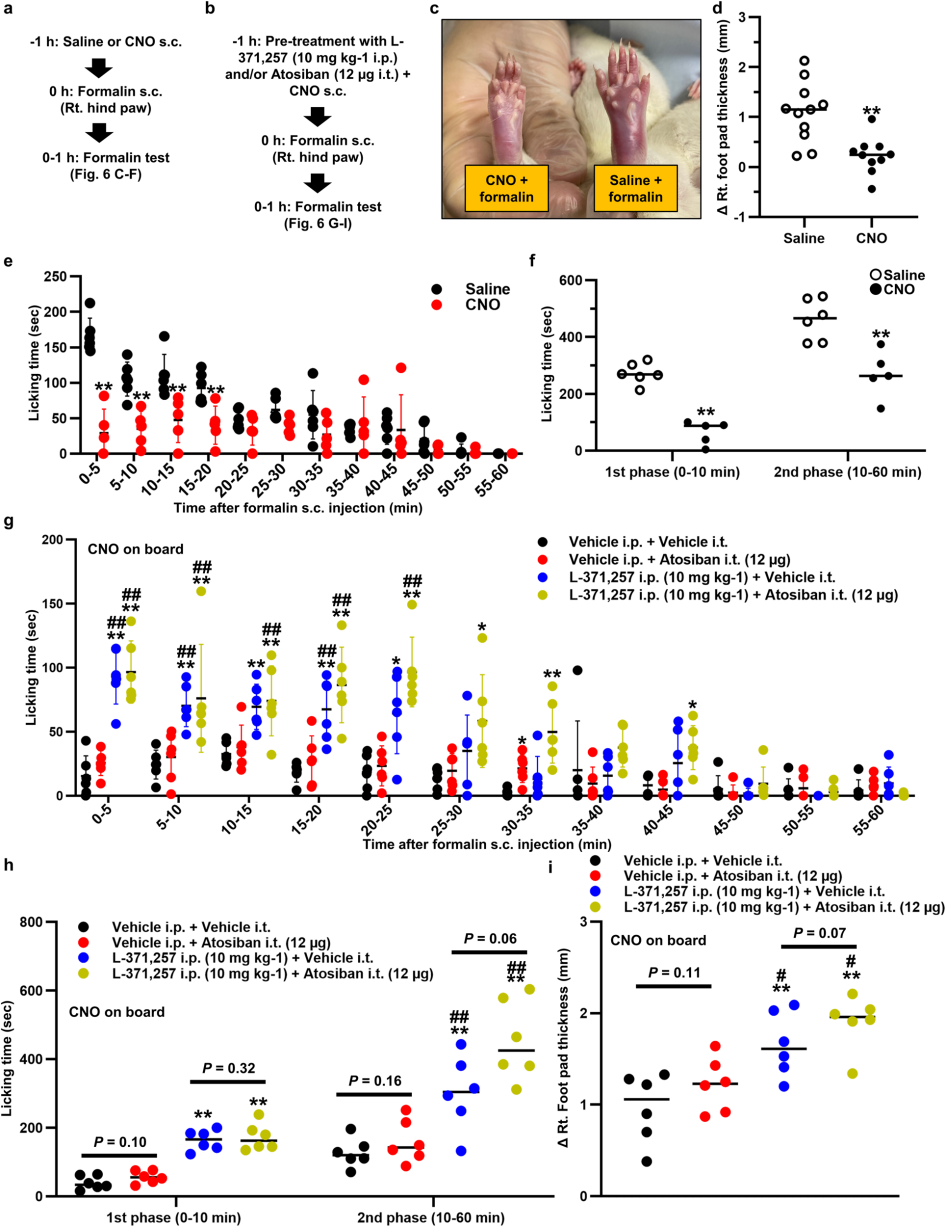
OT alleviated spontaneous nociceptive behaviors and hyperalgesia in inflammatory pain models via the humoral pathway. Experimental procedures administering CNO after the formalin test (**a**) and OT receptor (OTR) antagonist treatment (**b**). **c** Hind paw either pretreated with Saline or CNO. **d** Pretreatment with CNO significantly attenuated the swelling caused by 5% formalin (100 µL) injection (*n* = 11 rats, each). **e** Licking time was analyzed every 5 min interval for 60 min after the s.c. injection of 5% formalin (100 µL) (*n* = 5–6 rats, each). **P < 0.01 vs. Saline. **f** Total licking time was divided into 1st and 2nd phase (*n* = 5–6 rats, each). **P < 0.01 vs. Saline. **g** Licking time was analyzed at 5 min interval for 60 min after the s.c. injection of CNO (1 mg kg^−1^) pretreatment with L-371,257 dissolved in DMSO [10 mg kg^−1^] for OTR antagonist i.p., Atosiban dissolved in saline [1 μg μL^−1^] for OTR antagonist i.t., and/or vehicle in the formalin test (*n* = 6 rats, each). Data are represented as mean ± SEM. **P < 0.01 vs. Vehicle i.p. + Vehicle i.t., ^#^*P* < 0.05; ^##^*P* < 0.01 vs. Vehicle i.p. + OTR antagonist i.t. at the same time point. **h** Total licking time was divided into 1st and 2nd phase (*n* = 6 rats, each). **P < 0.01 vs. Vehicle i.p. + Vehicle i.t. **i** Foot pad thickness was measured at the start and the end of the formalin test and the difference was calculated (*n* = 6 rats, each). Data are represented as mean ± SEM. **P < 0.01 vs. Vehicle i.p. + Vehicle i.t., ^#^*P* < 0.05, vs. Vehicle i.p. + OTR antagonist i.t. See also Supplementary Fig. 8.

As with the Seltzer model, OTR antagonist was administered (Fig. 7b). Rats were either treated with i.p. injection of OTR antagonist (L-371,257 [10 mg kg^−1^]), i.t. injection of OTR antagonist (Atosiban [1 μg μL^−1^, 12 µg per rat]) or both (*n* = 6 rats, each). Thereafter, all rats were subcutaneously injected with CNO (1 mg kg^−1^). Total licking time (analyzed at 5 min intervals for 60 min) was then measured. As observed in the neuropathic pain model, vehicle i.p. plus i.t. treatment did not affect licking time, whereas combined i.p. plus i.t. injection of OTR antagonist ablated the effect of CNO (Fig. 7g). Surprisingly, the effects of CNO on licking time were not affected by i.t. injection of OTR antagonist, but was ablated by i.p. injection of OTR antagonist (Fig. 7g, h). These findings were in contrast to the results observed in the neuropathic pain model. Furthermore, the effects of CNO on right foot pad swelling was also abolished by the i.p. injection of OTR antagonist (Fig. 7i). The results demonstrated that humoral OT might play a greater role in the reduction of spontaneous nociceptive behaviors and inflammations.

We also tested the effects of endogenous OT on carrageenan knee arthritis model which is one of the classical inflammatory pain models^29^. Knee inflammation, along with mechanical/heat hypersensitivities, developed rapidly after the intraarticular (i.a.) injection of carrageenan (0.1 mL of 3% λ-carrageenan) and lasted for at least 24 h (Supplementary Fig. 8a–c). After the development of knee arthritis at 3 h after the i.a. injection of carrageenan, either Saline or CNO (1 mg kg^−1^) was subcutaneously injected, then, mechanical/heat sensitivities and knee diameter were measured for 24 h. As with the formalin model, significant attenuation of mechanical/heat hypersensitivities and alleviation of knee swelling were observed after CNO treatment (Supplementary Fig. 8d–g).

### OT exerted an anti-inflammatory response by inhibiting mast cell degranulation

The results from the inflammatory pain model experiment led us to speculate that, peripheral OT, rather than central OT, may be more relevant to the anti-inflammatory response, especially for the reduction of local swelling. Peripheral OT may exert an anti-nociceptive response by inhibiting local inflammatory responses both directly and indirectly. Histological analysis of right foot pad revealed that the thickness of the subcutaneous tissue was significantly attenuated by pretreatment with CNO (1 mg kg^−1^) (*n* = 3–5 rats, each) (Fig. 8a, c). In toluidine blue staining, the morphology of the granules in the mast cells appeared distinctly different in the CNO-pretreated group compared to the Saline-pretreated group. Therefore, chemogenetic activation of OT appeared to inhibit degranulation from the subcutaneous mast cells (*n* = 5 rats, each) (Fig. 8b, d), potentially explaining why peripheral OT suppressed local inflammation. Using a transmission electron microscope (TEM), abundant granules were seen in the mast cells of CNO-pretreated group, whilst more degranulated mast cells were observed in Saline-pretreated group after the injection of formalin (Fig. 8e).

**Fig. 8:**
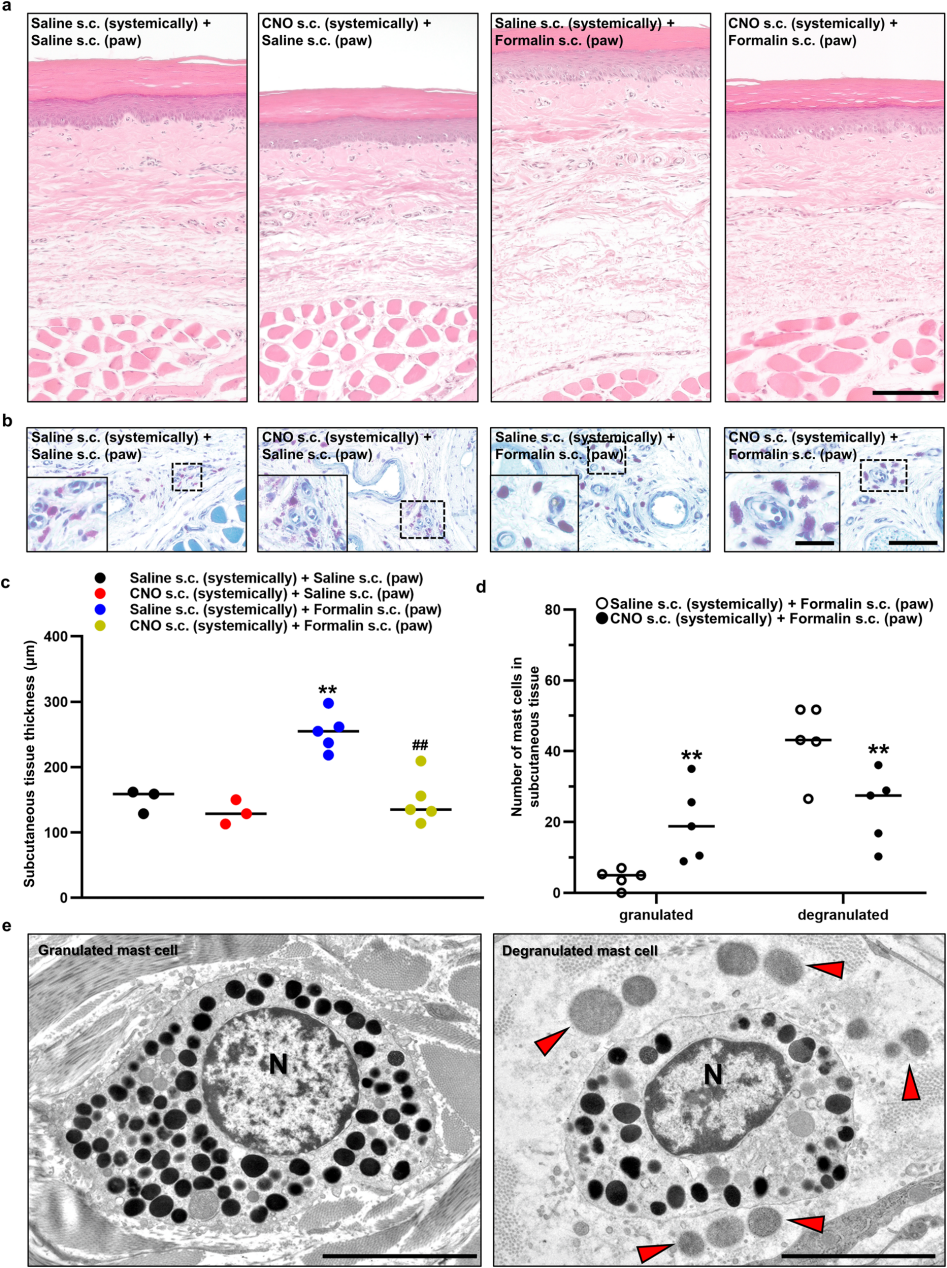
OT exerted an anti-inflammatory response by inhibiting mast cell degranulation. Morphology of hematoxylin and eosin (HE)-stained (**a**) and toluidine blue (TB)-stained (**b**) hind paw after the s.c. injection of saline or 5% formalin (100 µL) into the hind paw. Scale bar in (A), 50 µm. Scale bar in (B), 10 µm and 5 µm (in magnified image). **c** The subcutaneous tissue thickness measured using the HE-stained hind paw slices (*n* = 6–10 slices from 3 to 5 rats, each). **P < 0.01 vs. Saline s.c. + Saline s.c. ^##^*P* < 0.01 vs. Saline s.c. + Formalin s.c. **d** Number of mast cells in subcutaneous tissue either granulated or degranulated was manually counted (*n* = 10 slices from 5 rats, each). **P < 0.01 vs. Saline s.c. + Formalin s.c. **e** Granulated and degranulated mast cell captured by transmission electron microscope (TEM) after formalin injection. N, nucleus. Red arrow heads indicate the granules that were degranulated from a mast cell. Scale bars, 5 µm. See also Supplementary Fig. 9.

For further confirmation, a mast cell stabilizer (Disodium cromoglicate (DSCG) dissolved in saline [50 mg mL^−1^]) was used and compared with CNO (1 mg kg^−1^). At 30 min prior to the test, Saline, CNO (1 mg kg^−1^), or DSCG (50 mg kg^−1^) was s.c. injected, then 5% formalin (100 µL) was injected into the right hind paw. Strikingly, the effects of DSCG on the formalin test were comparable to CNO (Supplementary Fig. 9a–c). These results might strengthen the mast cell hypothesis.

### OT affected hypothalamus–pituitary–adrenal (HPA) axis under pathological condition

Since significant attenuation of inflammation was observed after pretreatment with CNO in the formalin test, we speculated that the HPA axis, which plays an important role in the anti-inflammatory response, might be modified by endogenous OT. However, no alteration was detected for either gene expression of *corticotropin-releasing hormone* (*CRH*) or *pro-opiomelanocortin* (*POMC*) after s.c. CNO injection of transgenic rats (*n* = 12 slices from 6 rats, each) (Fig. 9a–c). We further confirmed a lack of increase in Fos-ir in CRH-ir neurons after the chemogenetic activation of OT (*n* = 12 slices from 6 rats, each) (Fig. 9d, e). In addition, the serum concentration of adrenocorticotropic hormone (ACTH) (Fig. 9f) and corticosterone (CORT) (Fig. 9g) remained unchanged after chemogenetic activation of OT in naïve transgenic rat (*n* = 6 rats in each group at each time point). Therefore, it seems that the HPA axis may not play a role in the anti-inflammatory response induced by OT under naïve condition.

**Fig. 9:**
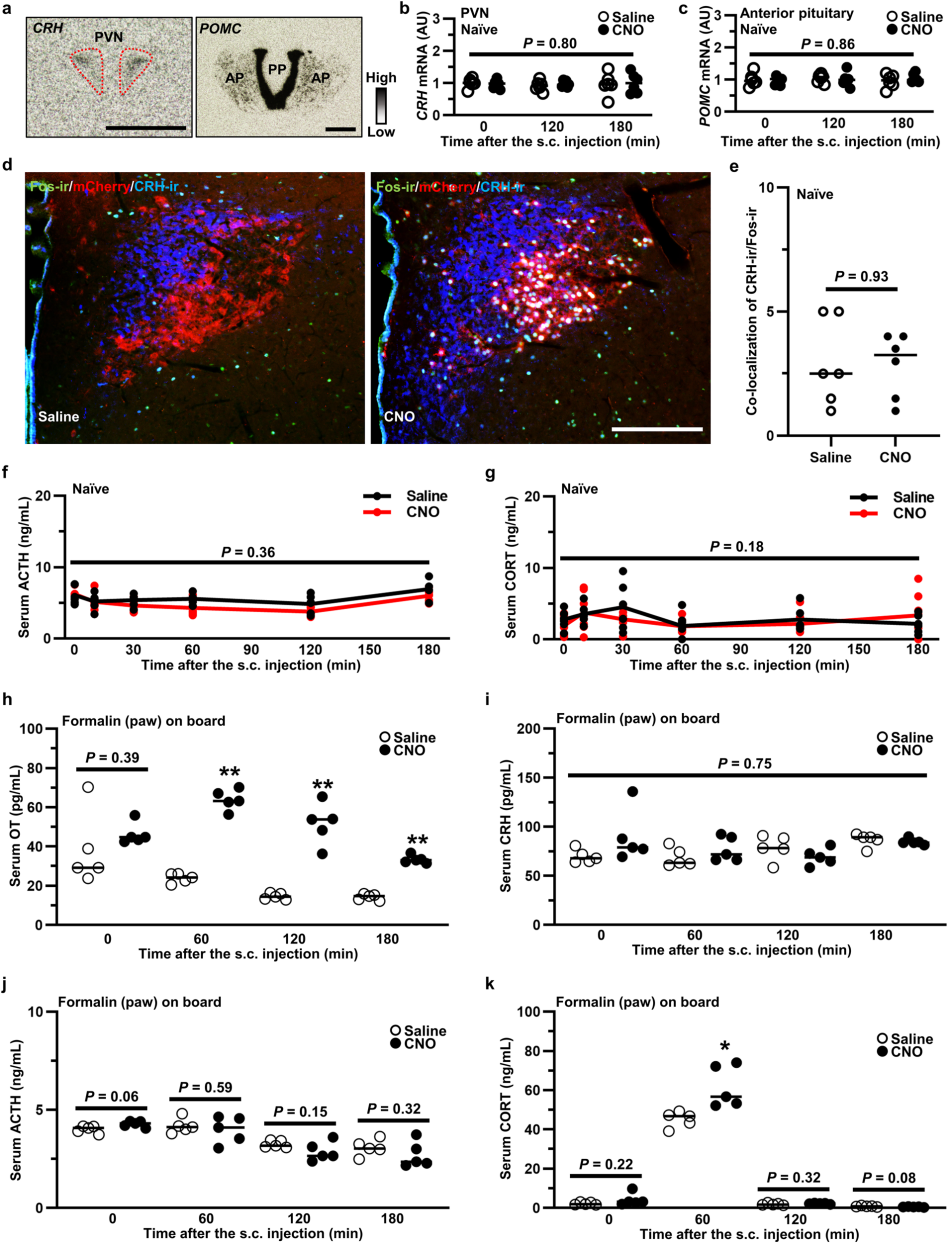
OT affected hypothalamus–pituitary-adrenal (HPA) axis under pathological condition. **a** ISH images of *corticotropin releasing hormone* (*CRH*) in the PVN and *pro-opiomelanocortin* (*POMC*) in the anterior pituitary (AP). Scale bar, 200 μm. PP posterior pituitary. Gene expression of *CRH* in the PVN (**b**) and *POMC* in the AP (**c**) after the s.c. injection of Saline or CNO (1 mg kg^−1^) (*n* = 12 slices from 6 rats, each). **d** Fos-ir (green), endogenous mCherry (red) and CRH-ir (blue) in the PVN at 120 min after the s.c. injection of Saline or CNO (1 mg kg^−1^). Scale bar, 200 μm. **e** Number of CRH-ir neurons co-expressed with Fos-ir neurons in the PVN (*n* = 12 slices from 6 rats, each). The serum concentration of adrenocorticotropic hormone (ACTH) (**f**) and corticosterone (CORT) (**g**) after the s.c. injection of Saline or CNO (1 mg kg^−1^) (*n* = 6 rats in each group at each time point). Serum concentrations of OT (**h**), CRH (**i**), ACTH (**j**), and CORT (**k**) after the s.c. injection of 5% formalin (100 µL) into right hind paw (*n* = 5 rats in each group at each time point). Saline or CNO (1 mg kg^−1^) was s.c. (systemically) administered at 0 min. *P < 0.05; **P < 0.01 vs. Saline at the same time point. See also Supplementary Fig. 10.

We also measured serum OT, CRH, adrenocorticotropic hormone (ACTH), and CORT under the pathological condition, as we speculated that OT might exert greater effects on the HPA axis in the stressful context of physical trauma and/or injury. Immediately after the 5% formalin injection (100 µL) into the right hind paw, Saline or CNO (1 mg kg^−1^) was s.c. injected, then blood concentrations were measured by RIA or ELISA (*n* = 5 rats in each group at each time point). OT elevation after the s.c. injection of CNO (1 mg kg^−1^) was confirmed (Fig. 9h). Although serum CRH and ACTH were not altered, CORT was significantly increased at 1 h after the s.c. injection of CNO (1 mg kg^−1^) (Fig. 9i–k). In addition, restraint stress was performed to explore the modulative effects of OT on HPA axis in different transgenic rats. Although restraint stress itself caused significant elevation of OT, an additional effect of CNO on serum OT was also observed (Supplementary Fig. 10). However, no alteration of HPA axis was observed after acute restraint stress (Supplementary Fig. 10), indicating that endogenous OT may play differential roles in modulating the HPA axis, depending on the type or duration of stress.

A model describing the putative mechanism of endogenous OT on pain modulation, supported by our finding, is illustrated schematically (Fig. 10).

**Fig. 10:**
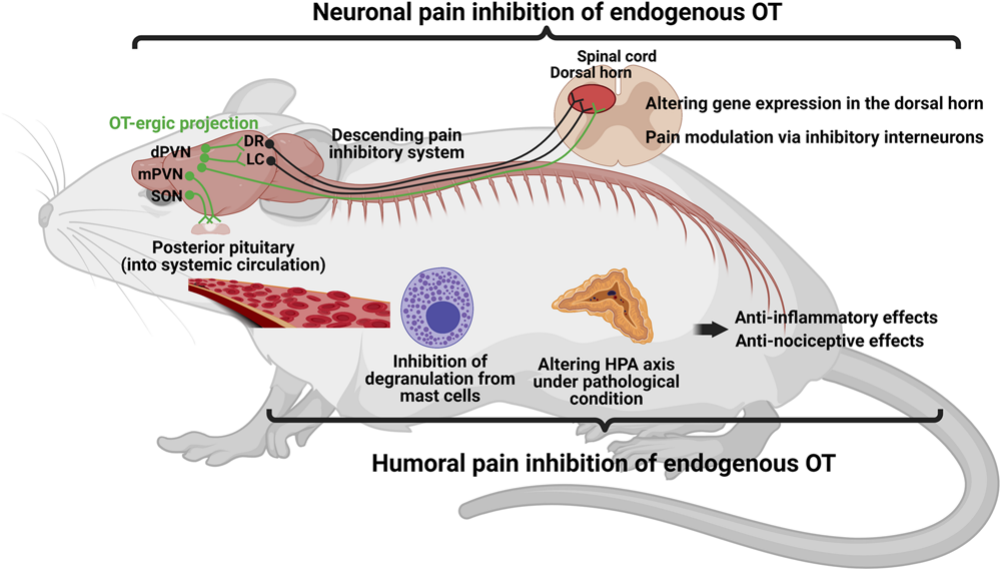
The putative mechanism of endogenous OT on pain modulation. A model describing the putative mechanism of endogenous OT on pain modulation is illustrated schematically. Central OT may exert anti-analgesic effects both directly and indirectly via descending inhibitory system. On the other hand, peripheral OT may alleviate inflammatory response by inhibiting degranulation from mast cells and by modulating HPA axis under pathological condition, resulting in hindering pain transmission. Created with BioRender.com.

## Discussion

We have generated a transgenic rat line that expresses hM3Dq and mCherry specifically in OT neurons in the SON and PVN. Endogenous OT was involved in pain transmission via both neuronal and humoral pathways. OT might exert anti-nociceptive, anti-hyperalgesia, and anti-inflammatory effects, indicating that this fascinating nonapeptide could be one of the potential therapeutic candidates for various pain- and inflammatory-related diseases.

We primarily focused on the LC, DR, and spinal dorsal horn as they play the crucial roles in pain transmission, although OT also acts on other parts of brain such as the periaqueductal gray, rostral ventromedial medulla, parabrachial nucleus, and amygdala. OT neurons activate GABA-ergic interneurons and may suppress pain signals. Indeed, OT receptors are expressed in the LC and DR^30^. Using optogenetic technique, it has been shown that OT is released into the LC from hypothalamic PVN OT fibers, activating noradrenergic neurons by co-release of OT and glutamate^31^. Noradrenergic neurons in the LC and serotonergic neurons in the DR are important transitional nuclei for the descending pain inhibitory system^32,33^. The administration of local anesthetic directly into the LC contributed to alleviate neuropathic pain^32^. Abundant serotonergic neurons and other neuro-transmitters and/or neuro-modulators containing neurons are expressed in the DR. Their direct, or indirect via the nucleus raphe magnus, descending projections modulate the responses caused by noxious stimulation of the spinal dorsal horn neurons. On the other hand, their ascending projections directly modulate the responses of pain sensitive neurons in the thalamus. Arcuate nucleus of the hypothalamus may also be involved in analgesic effects^34^. Interestingly, Fos expression in TPH positive neurons was the most significantly increased in the lateral wing of the DR which is a stress-sensitive region. Serotonergic neurons in this area contribute to adoptive response to stress^35^. Also, TPH positive neurons located in the lateral wing area participate in modulating pain signals^19^. It is thus likely that endogenous OT may stimulate these neurons, resulting in an altered nociceptive threshold. In the present study, CNO induced a transient analgesia in naïve and sham Seltzer model rats; a different finding to the observation by Eliava et al.^14^ and Iwasaki et al. (bioRxiv2022, 10.1101/2022.02.23.481531). Presumably, the different outcome between these studies is methodological, with our approach targeting a larger population of OT neurons rather than selectively targeting the neuronal circuit to the spinal cord.

The neuronal networks from dPVN, LC and DR to L5 spinal dorsal horn was confirmed using a retrograde tracer, consistent with results from previous studies^36,37^. OT innervation was more prominent between L4 and L6 in the superficial layers (laminae I–II). Given that OT is possibly involved in modulating pain processing, the neuronal networks is convincing.

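Receptors for GABA and glycine were examined as a further list. Of 19 tested in laminae I–II, 0 were higher and 0 lower with CNO at an edgeR adjusted p under 0.05 (0 and 0 when adjusted over the list alone; median log2 fold change 0.02, limma camera adjusted p = 0.609). Of 18 in laminae III–VI, 0 were higher and 0 lower (1 and 2 when adjusted over the list alone; median log2 fold change -0.03, limma camera adjusted p = 0.544). Glra1 had the smallest p in laminae III–VI, at 478 ± 50.9 CPM with Saline and 576 ± 20.8 CPM with CNO (log2 fold change 0.27, standard error 0.07, edgeR adjusted p = 0.203), followed by Glra2 (log2 fold change -0.44, standard error 0.13, edgeR adjusted p = 0.336). With the adjusted p in parentheses, Glra1 passed with DESeq2 (0.0269), with no filter (0.00774), with the replicate block (0.000842) and without Saline replicate 3 (0.0150). Its corrected p in the authors' test was 0.305. Glra2 passed without Saline replicate 3 (0.0422). Gabrb1 passed without Saline replicate 3 (0.0324), Glra1 being higher and the other 2 lower.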

Of note, many genes that were expressed in GABA-ergic neurons were altered by the chemogenetic activation of OT. Breton et al. however, have reported that OT-activated spinal cord neurons were exclusively non-GABA-ergic neurons in lamina II of acute rat slices^38^. The OT-specific stimulation of glutamatergic neurons might modulate GABA-ergic interneurons that produces a generalized elevation of local inhibition, resulting in the reduction of incoming Aδ and/or C primary afferent-mediated sensory transmission. In the deep layer of the spinal dorsal horn, endogenous OT released through PVN stimulation could reduce or prevent the long term potentiation (LTP) in spinal WDR neurons^39^. Subpopulation of OT neurons in parvocellular PVN send their projections exclusively to the deep layers (V, VI, and X) of spinal dorsal horn, suggesting that OT modulates the excitability of WDR neurons^14^. These studies might also explain the increased mechanical/heat thresholds that were observed in the present study.

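Genes of IGF binding were higher with CNO as a group in laminae III–VI (median log2 fold change 0.10, limma camera adjusted p = 0.0302, and 0.590 with an estimated correlation), and none of 14 members passed the edgeR test over all genes or when adjusted over the list alone. Igf2 was at 14.3 ± 4.47 CPM with Saline and 19.7 ± 5.13 CPM with CNO (log2 fold change 0.43, standard error 0.19, edgeR adjusted p = 0.498) and Igf1 at 6.56 ± 2.34 CPM with Saline and 8.99 ± 1.70 CPM with CNO (log2 fold change 0.42, standard error 0.23, edgeR adjusted p = 0.593). In laminae I–II the list did not pass (median log2 fold change -0.05, limma camera adjusted p = 0.246; 1 of 13 lower when adjusted over the list alone). Among the genes at the paper's thresholds there, the adjusted p of the list from Fisher's exact test was 0.353, against genes at 1 CPM in 3 libraries 0.0409, with 2 members called, both lower, and with no filter 0.153. Igfbp6 in laminae I–II was at 5.41 ± 1.89 CPM with Saline and 2.28 ± 1.06 CPM with CNO (log2 fold change -1.24, standard error 0.35, edgeR adjusted p = 0.353). With the adjusted p in parentheses, Igfbp6 passed with no filter (0.0158). Igfbp5 passed with no filter (1.12e-13). Thbs1 passed with no filter (5.1e-12) and with the replicate block (0.00463) in laminae I–II, all lower. The authors' test over all genes gave a corrected p of 0.204 for Igfbp6 and 0.585 for Thbs1. For Igfbp5 the uncorrected p of that test was 0.0228. The angiogenesis genes passed neither in laminae I–II (28 tested; median log2 fold change 0.01, limma camera adjusted p = 0.609) nor in laminae III–VI (28 tested; median log2 fold change 0.03, limma camera adjusted p = 0.480), and no member passed when adjusted over the list alone. The group result ended for IGF binding in laminae III–VI without Saline replicate 2 (0.272), CNO replicate 2 (0.0521) and CNO replicate 3 (0.0727), with the limma camera adjusted p in parentheses. Thbs1 in laminae I–II was at 16.0 ± 16.0 CPM with Saline and 5.50 ± 1.46 CPM with CNO (log2 fold change -1.55, standard error 0.46, edgeR adjusted p = 0.374).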

Besides its anti-nociceptive actions, GO terms related to “inflammatory response”, “immune response”, “insulin-like growth factor-1 (IGF-1) binding”, and “angiogenesis” were enriched by the chemogenetic activation of OT in the spinal dorsal horn. It is still unclear whether the inflammatory response or immune response directly affected mechanical/heat threshold. However, in the Seltzer model, inflammatory or immune modification by endogenous OT might alleviate hyperalgesia since inflammation of the spinal cord is the main pathology of the neuropathic pain. Also, the results indicated that OT may be involved in remodeling of the injured spinal cord. OT activates nerve growth factor and IGF-1 which play important roles in the healing process of nerve injury^40,41^. In addition, OT administration resulted in accelerating the recovery from sciatic nerve injury in rats^42^. The results of the OTR antagonist intervention on inflammatory pain models may also support this hypothesis.

The activation of endogenous OT alleviated both neuropathic and inflammatory pain including spontaneous nociceptive behaviors. Strikingly, intrathecally administered OTR antagonist (atosiban) abolished the effects of OT in neuropathic pain model, whilst intraperitoneally administered OTR antagonist (L-371,257) ablated the effects of OT in nociceptive pain model. These results suggest that the main site of action of OT is different depending on the type of pain. It should be noted that atosiban is a biased agonist of OTR-Gi pathway rather than an OTR antagonist. Atosiban has been shown to eventually inhibit the function of the neurons or cells that express OTRs. We chose to use atosiban as an OTR antagonist for pragmatic reasons since it has been widely used as an OTR antagonist. Previous studies have reported the analgesic effects of OT on neuropathic pain and nociceptive pain in rodents^43,44^. In humans, however, it is still controversial^45^. The reason for the discrepancy is probably due to OT’s short half-life, poor BBB penetration, and lack of specificity to OTRs since OT has similar affinities with V1aR and the Transient Receptor Potential Vanilloid type-1 (TRPV1)^46^. Previous studies have reported that analgesia induced by systemic OT treatment is mediated by the V1aR and TRPV1^5,46^. Other kinds of social behavior such as social interactions induced by OT is also mediated by V1aR^47^. Recently, a OTR agonist with greater specificity and longer half-life could induce a long-lasting reduction in inflammatory pain-induced hyperalgesia symptoms^48^. For the use of OT as an analgesic drug in the clinic, these types of OTR agonists are promising and warrant further investigation.

Although beyond the scope of this study, DRG might be also affected by endogenous OT as OTRs are expressed in afferent neurons of the DRG. OTRs are expressed predominantly in non-peptidergic C-fiber cell bodies in the DRG^49^, indicating that humoral OT can penetrate DRG and directly act at the peripheral level of pain structures. It is speculated that direct action of OT on DRG, as well as on anti-inflammatory action, might contribute to its peripheral analgesic effects.

Chemogenetic activation of OT alleviated the swelling of ipsilateral foot pad after formalin injection by inhibiting mast cell degranulation. Previous study has reported that cardiac ischemia/reperfusion injuries were attenuated by inhibition of the degranulation of cardiac mast cells by pretreatment with OT^50^. Petterson et al. have examined the effect of OT on carrageenan-induced inflammation in rat hind paws^51^. They demonstrated that OT administration reduced the edema of the paw with reduced activity of myeloperoxidase. They also suggested that OT’s anti-inflammatory effect of OT was comparable to the effect of the glucocorticoid. Although OTRs are expressed in mast cells, they are also expressed in the fibroblasts that exist closely to mast cells^52^. Peripheral OT might therefore inhibit degranulation of mast cells by modifying the function of the fibroblasts.

Previous studies have shown that OT might modulate the HPA axis^53,54^. OT’s effect on the HPA axis probably reflects axonal transport and local regulation of transcription factors in the neural lobe in the PP^55^. Indeed, we have confirmed that the HPA axis was not affected under naïve condition but was affected after formalin injection. Neumann has reported the effects of OT on HPA axis under physical and psychological stress^56^. OT^PVN^ neurons exert a tonic inhibition on ACTH secretion possibly via inhibiting CRH neuronal activity under basal state. On the other hand, under the stressed condition, OT^PVN^ upregulates HPA axis via activating CRH neurons. However, further studies are needed to clarify the effects of OT on the HPA axis as there are still many unknowns.

In the present study, we have succeeded in generating a transgenic rat line, expressing excitatory DREADDs specifically in OT neurons. The development of chemogenetics and optogenetics has revolutionized the field, especially for investigating the role of specific peptides in behavioral changes by enabling activation of specific neurons. Virus-mediated transfection, also known as transduction, has been well-established and commonly used to insert foreign genes into targeted neurons. This technique, however, can induce immunogenicity and cytotoxicity. In addition, the method is not suitable for inserting larger-sized genes^57^ and specialized technique is required to achieve consistent expression levels of foreign genes. The transgenic rat model is therefore a greatly refined method of achieving the same goals. Although time consuming in development, the transgene expression is very stable across the generations. An additional advantage is that experiments can be performed in much younger animals, even in pups, since transgenes are expressed from birth; this cannot be achieved by the virus-mediated transfection. The transgenic rats may be further applied for investigating the function of OT in various pathophysiological conditions, such as autoimmune diseases and metabolic syndrome. To date, both optogenetic and chemogenetic methodologies have been applied to OT neurons. Although most studies have utilized virus-mediated transfection, transgenic rat or mouse lines have also been generated^58–60^. These studies were distinct from ours, as they were investigating more targeted OT-ergic function. On the other hand, our transgenic rats are potentially more suitable for evaluating the physiological function of an individual when all OT neurons are activated. One might even speculate that physiological stimulation may also induce global activation of OT neurons, rather than just selected populations of cells. However, this speculation is currently untested. Of course, the type of genetic model used depends on the specific research question. Certainly, for studies interrogating the neural circuitry, the targeted methodology would be preferable.

A number of studies have demonstrated that OT has anti-nociceptive and anti-inflammatory effects. Our present study using DREADDs provides further support for these conclusions. Although some controversies about OT’s role still exist, presumably due to methodological differences employed in different studies, OT, as a candidate analgesic drugs, appears to hold considerable translational promise for the treatment of pain in patients^61^. Since OT is involved in a wide range of behaviors, including social, cognitive, and emotional behaviors as well as modulation of inflammatory processes that might contribute to pain perception, it is quite complicated to dissect its pure analgesic effects from its other effects. Extensive studies are anticipated for a better understanding of OT on anti-nociceptive and anti-inflammatory processes.

## Methods

### Animals and ethics approval

Non-transgenic and heterozygous transgenic Wistar (CrLj:WI, Japan Charles River, Yokohama, Japan) rats were bred and group-housed (*n* = 3 per cage) under normal laboratory conditions (temperature, 24 ± 1.0 °C; 12/12 h light/dark cycle, lights on at 22.00 h; humidity, 55 ± 5%) with free access to food and tap water at least for 2 weeks. All rats used in the experiments were acclimatized in the reversed light condition for at least 2 weeks. All experiments were commenced in the morning (10.00 h, after lights off), since we assumed that OT reached nadir at that time point, allowing us to assess the effects of activated OT more accurately. All experiments in this study were performed in strict accordance with guidelines on the use and care of laboratory animals as set out by the Physiological Society of Japan and approved by the Ethics Committee of Animal Care and Experimentation, University of Occupational and Environmental Health (approval No. AE21-006).

### Constructs for microinjection

A chimeric OT-hM3Dq-mCherry BAC clone transgene construct was purified for microinjections. The hM3Dq-mCherry sequence from the hM3Dq-mCherry cassette (Plasmid #44361, Addgene, Cambridge, MA, USA) was used for the transgene^62^. Next, SV40 poly A sequence was framed to the hM3Dq-mCherry sequence. Finally, an hM3Dq-mCherry-SV40 poly A cassette was introduced into the rat OT gene in place of the genomic start codon. Hence, hM3Dq-mCherry should be specifically expressed under the OT promoter in the transgenic rat. Three transgenic founder male rats were identified by Southern blot analysis using genomic tail DNA with a ^32^P-labeled mCherry probe. The copy number of the transgene was 10. All founders were bred and F1 rats were screened by PCR analysis of genomic DNA extracted from rats’ ear skin. Transgenic founder rats were bred with non-transgenic Wistar rats. F1 heterozygous transgenic rats were screened by PCR analysis of genomic DNA extracted from rats’ ear skin.

### Test substances

CNO (Sigma-Aldrich Japan Co. LLC., Tokyo, Japan) was dissolved in saline (Otsuka Pharmaceutical Co. LTD., Tokyo, Japan)^63^. OTR antagonist Atosiban (Sigma-Aldrich Japan Co. LLC., Tokyo, Japan) was dissolved in saline and L-371,257 (Tocris Bioscience, Bristol, UK) was dissolved in DMSO^11,64^. Disodium cromoglicate (DSCG) (Tokyo Chemical Industry Co. Ltd., Tokyo, Japan) was dissolved in saline and used as a mast cell stabilizer^65^.

### Fluorescent immunohistochemistry

The rats were deeply anesthetized with i.p. injection of three types of mixed anesthetic agents (in combination with 0.3 mg kg^−1^ of medetomidine, 4.0 mg kg^−1^ of midazolam, and 5.0 mg kg^−1^ of butorphanol). They were transcardially perfused with 0.1 M phosphate buffer (PB) (pH 7.4) containing heparin (1000 U L^−1^), followed by 4% paraformaldehyde in 0.1 M PB. The brains were carefully removed, and a small block that included the hypothalamus was isolated. The blocks were post fixed with 4% paraformaldehyde in 0.1 MPB for 48 h at 4 °C. Then, the tissue was cryoprotected in 20%-(w/v) sucrose in 0.1 M PB for 48 h at 4 °C. Fixed tissue was cut into 30 μm using a microtome (REM-700; Yamato Kohki Industrial Co. Ltd, Saitama, Japan).

The observed nuclei were identified according to the coordinate that given in the rat brain atlas^66^. Information of the primary (Supplementary Table 1) and secondary antibodies (Supplementary Table 2) used in the present study are summarized. Sections cut by a microtome were rinsed twice with 0.1 M phosphate-buffered saline (PBS) and washed in 0.1 M PBS (pH 7.6) containing 0.3% Triton X-100 (PBST). They were incubated in a primary antibody solution for 48 h at 4 °C. After being washed twice in 0.1 M PBST, the floating sections were incubated in a secondary antibody solution for 2 h at room temperature. They were then washed twice in PBS for 10 min, and mounted on a slide glass and cover-slipped using a vectashield (Vector Laboratories Co. Ltd., CA, USA). Images scanned by a confocal laser scanning microscopy were reconstructed by using imaging software (ZEN 3.2. blue edition) provided with the LSM880 laser scanning microscope (Carl Zeiss Co. Ltd. Oberkochen, Germany). In addition, images scanned by All-In-One microscopy (BZ-800, Keyence, Osaka, Japan) were used to analyze the percentages of Fos-ir induction.

### Co-localization of hM3Dq-mCherry, OT, VP, CRH, and Fos

Each captured image by a confocal laser scanning microscopy was printed onto a paper in an expanded size. Subsequently, the printed papers were blinded and endogenous mCherry positive neurons and each protein-ir neurons were manually counted by at least two researchers to avoid skewing the results. We counted two cross sections (four nuclei including right and left) of each nucleus and the results were averaged. To prevent double-counting, we checked the cross mark on the printed paper every time we counted.

### Serum OT and VP concentration (radioimmunoassay (RIA))

At 0, 10, 30, 60, 120, and 180 min after the s.c. administration of Saline or CNO (1 mg kg^−1^), the rats were decapitated immediately without being anesthetized. The number of rats used in this experiment was 6–7 in each group at each time point (78 rats in total). Trunk blood samples were collected into chilled reaction tubes (Greiner Bio-One Co. Ltd., Kremsmuenster, Austria). Blood samples were centrifuged for 10 min at 4 °C, 1000 × *g*. After centrifugation, a 1 mL sample of serum was taken for measuring OT and VP concentration.

RIAs for VP, after acetone-ether extraction of plasma, and OT were performed by use of an anti-VP and anti-OT antibodies developed and characterized in our laboratory using methods^67^. The standard curves of VP and OT linear between 0.1–25 pg per tube and 0.4–12.5 pg per tube, respectively. All RIAs were run at two different dilutions in duplicate.

### In situ hybridization (ISH) histochemistry

Brains and pituitaries were cut into coronal 12 μm sections, and thaw mounted on gelatin/chrome alum-coated slides. The locations of the nuclei including the SON, PVN, DR, LC, and PP were determined according to the coordinates given in the rat brain atlas^66^. ^35^S 3′-end-labeled deoxyoligonucleotide complementary to transcripts encoding *OXT*, *AVP*, *CRH*, *POMC*, *TPH2* and *TH* were used. Oligoprobes used in the present study are represented (Supplementary Table 3). Hybridized sections were exposed to autoradiography film (Hyperfilm, Amersham, Bucks, UK) for 12 h for *OXT* probe, 24 h for *AVP* probe, 2 days for *POMC* probes, 1 week for *CRH* probes and 2 weeks for *TPH2* and *TH* probes. The amount of bound probe to mRNA was analyzed in comparison to ^14^C-labeled standards (Amersham, Bucks, UK) using image analysis software (NIH Image 1.6.2, W. Rasband, NIH, Bethesda, MD, USA). The obtained results were represented in arbitrary units setting the mean optical density (OD) obtained from control rats^68^.

### Retrograde tracer microinjection into the spinal dorsal horn

All rats were handled for 5 days before the experiment. Retrograde tracer was microinjected into spinal dorsal horn^69^. After rats were deeply anesthetized with i.p. injection of three types of mixed anesthetic agents (in combination with 0.3 mg kg^−1^ of medetomidine, 4.0 mg kg^−1^ of midazolam, and 5.0 mg kg^−1^ of butorphanol), the spinal cord was exposed by performing a laminectomy over one lumbar segment (between L3 and L5). The dura was cut, subsequently a glass micropipette (tip diameter 20–50 µm) was inserted into the dorsal horn of the spinal cord at an angle of 45 degree to the rostrocaudal axis. Green IX Retrobeads^®^ (LUMAFLUOR INC., Durham, NC, USA) were bilaterally injected (10 nL, each) using a calibrated injection system (Drummond Nanoject, Broomall, PA, USA). Then, the incision was then closed. Animals were allowed to recover from anesthesia in a warmed box before being returned to the holding cages. Seven days after microinjection, they were perfused and fixed. Brains and spinal cords were collected, and cut into 30 µm of coronal brain and axial spinal sections. Images were scanned by BZ-800 (Keyence, Osaka, Japan) to confirm the existence of Reatrobeads® in the dPVN, LC and DR that were retrograded from the spinal dorsal horn.

### Laser microdissection of spinal cord

All rats were handled for 5 days before the experiment. At 120 min after the s.c. administration of Saline or CNO (1 mg kg^−1^), the rats were decapitated immediately without being anesthetized. Spinal cords were immediately removed, and frozen blocks containing L5 section were prepared using an ultra-low temperature freezer (PINO-600, Sakura Finetek, Osaka, Japan). Then, axial frozen spinal sections (12 µm) were made using a cryostat and mounted on RNase-free slide glasses with foil (Leica, Wetzlar, Germany). Glasses slides were put into 100% ethanol for 1 min to fix spinal sections, thereafter, stained with 0.03 % Toluidin blue for 5 min. Slides were washed with DEPC water for 1 min, then put into 70% ethanol for 1 min to dry. Specimens including laminae I–II and III–VI were collected separately into 0.5 ml PCR tubes using LMD 6 (*n* = 30 specimens from 3 rats, each) (Leica, Wetzlar, Germany). Finally, TRIzol^®^ (Thermo Fisher Scientific, Waltham, MA, USA) was added into the PCR tube and sent to Genome Biology Lab, Transborder Medical Research Center, University of Tsukuba for RNAseq.

### RNA purification and sequencing

Each micro-dissected tissue of dorsal horn was treated with TRIzol^®^ reagent (Thermo Fisher Scientific, Waltham, MA, USA). Purified total RNA was re-suspended in H_2_O. Total RNA was quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and an Agilent Bioanalyzer RNA 6000 Pico Kit (5067-1513) (Agilent Technologies Japan, Ltd., Tokyo, Japan) for RNA quality control (QC). For library synthesis, 50 ng total RNA was used for rRNA-depletion and directional library synthesis with SMARTer Stranded RNA-Seq Kit (TakaraBio, Shiga, Japan). Library QC was performed using TapeStation High-sensitivity D1000 ScreenTape (5067-5584, Agilent Technologies Japan, Ltd., Tokyo, Japan). Then, each sequencing was performed using an Illumina NextSeq500 (Illumina, Inc., San Diego, CA, USA) with a high-output kit in paired-end reads (v2, 2 × 36), according to the manufacturer’s instructions. Raw RNA sequencing data are available at Gene Expression Omnibus (GEO) in the National Center for Biotechnology Information (NCBI) (accession number GSE210528).

### RNAseq data analysis

FASTQ files were imported to CLC Genomics Workbench (CLC GW, v10.1.1, Qiagen, Hilden, Germany). Sequence reads were mapped to rat reference (rn6) and quantified for 32,623 genes. Mapped reads were visualized by exporting BAM files, converting into bedgraph files, and uploading to UCSC Genome Browser (https://genome.ucsc.edu/). Box plot and principal component (PCA) plot were produced using raw read counts in CLC GW. To identify differentially expressed genes, total read counts were analyzed by Empirical Analysis of DGE tool in CLC GW. Altered genes were filtered by |Fold Change (FC)| and *p* values. Raw total counts were normalized by quantile method. After addition of 1 to avoid 0, normalized counts were Log_2_-converted, and imported to Morpheus (https://software.broadinstitute.org/morpheus/) to draw heatmap. Volcano plot was produced with |FC| and *p* value exported from CLC GW. GO analysis was performed using Metascape webtool^70^. GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA) was used to produce plots for results exported from CLC GW and Metascape.

### von Frey and hot plate tests

All rats were handled for 5 days before each experiment. Before the tests, all rats were put into the device and were acclimatized to an acrylic cage on an elevated mesh floor at least 30 min before the test. The manual von Frey test was performed using calibrated von Frey filaments (North Coast Medical, Gilroy, CA, USA) to evaluate the mechanical sensitivity. Repetitive measurements were performed using von Frey filaments ranging from 0.25 to 20.0 g to the plantar surface of the ipsilateral foot using ascending stimulus method^71^. The stimulus was applied five times over a three seconds time interval, and the weakest force (g) to induce a paw withdrawal was regarded as the mechanical nociceptive threshold. Averaged values were calculated in each animal at each time point. This measurement method (5 times von Frey fibers in 3 s) may induce temporal summation.

A hot plate test was performed to measure the heat sensitivity. Rats were placed gently on the heated plate (52.5 °C), and the latency of nocifensive behavior (licking, lifting, shaking or jump) was measured, then the mean value was calculated and analyzed^72^.

### Formalin test

Rats were briefly anaesthetized with inhalation of sevoflurane for 2–3 min in a glass chamber. After disappearance of spontaneous movement with preservation of the deep spontaneous respiration, blink and pinnae reflexes, 100 µl of 5% formalin was injected subcutaneously into the planter surface of the right hind paw with a 26 gauge needle^73^. Immediately after the formalin injection, the animal was placed in an open Plexiglas box (10 × 20 × 24 cm). Time point 0 was defined as the commencement of licking their formalin-injected limb in Saline-treated rats. Formalin-induced pain evokes three main behavioral responses: licking, tonic flexion and paw jerk. They were recorded for 60 min after the formalin injection. The total time of licking the injected hind paw (at 5 min interval for 60 min) were analyzed. Pain induced by formalin in rodents has two phases which reflect different pathological processes. After the formalin injection, animals show early or acute painful responses (0–7 min) which imitate the direct activation of nociceptors, then, attenuation or quiescent of nociceptive responses in an interphase is observed, followed by a long-lasting period of nociceptive behaviors which might last for more than 45 min. According to the previous study^72^, we defined the 1st and 2nd phase as 0–10 and 10–60 min, respectively. The results were blinded and analyzed randomly in duplicate by at least two researchers to avoid bias.

### Carrageenan knee arthritis model

The rats were anesthetized with inhalation of sevoflurane for 2–3 min in a glass chamber. An i.a. injection of 0.1 mL of 3% λ-carrageenan (Sigma, St. Louis, MO, USA) which was dissolved in 0.9% NaCl was administered into the right hind knee joint using 25-gauge injection needles^29^.

### Measurement of joint swelling

To assess joint swelling induced by carrageenan i.a. injections, the diameters of the right and left knee joints were measured using digital calipers before the i.a. injection and at 3, 6, and 12 h after the i.a. injection on the same day. The distance between the lateral and medial collateral ligament was defined as the knee joint diameter^74^. Averaged diameter for each group at each time point was calculated and analyzed.

### Seltzer model

After deeply anesthetized with i.p. injection of three types of mixed anesthetic agents (in combination with 0.3 mg kg^−1^ of medetomidine, 4.0 mg kg^−1^ of midazolam, and 5.0 mg kg^−1^ of butorphanol), the one-third to half diameter of the right sciatic nerve was ligated with 6-0 silk suture after exposure^27^. The rats that showed drop-foot were omitted from the analysis.

### OTR antagonist treatment

OTR antagonist was administered via i.t. and/or i.p. injection. Rats were briefly anesthetized with sevoflurane. Twelve-μL of Atosiban dissolved in saline (1 μg μL^−1^) was intrathecally injected by acute puncture between L3 and L4 vertebrae of the spine using a 30 gauge needle^43^. Needle insertion was confirmed by a brief tail flick. L-371,257 dissolved in DMSO (10 mg mL^−1^) were intraperitoneally injected^64^.

### Pathological examination after formalin test

Right feet of rats, which were used for the formalin test, were amputated, and kept in 4% formalin. Then, fixed feet were cut into 6 µm sections and stained with hematoxylin and eosin (HE) and toluidine blue (TB) to assess morphological changes.

### Transmission electron microscope observation

Tissues were fixed overnight in 2.0% paraformaldehyde, 2.5% glutaraldehyde in 0.1 M phosphate buffer at 4 °C, and post fixed in 1% osmium tetroxide in 0.1 M phosphate buffer for 2 h at 4 °C. Specimens were dehydrated and embedded in epoxy resin. Semithin sections were stained with toluidine blue, and observed under light microscope. Thin sections were stained with uranyl acetate and lead citrate, and observed under transmission electron microscope at 80 kV (1400Plus, JEOL, Tokyo, Japan).

### Measurement of serum CRH, ACTH, and CORT (ELISA)

Plasma concentrations of CRH (YK131 Mouse/Rat CRF-HS ELISA kit, Yanaihara Institute Inc., Fujinomiya, Japan), ACTH (ACTH Rat, Mouse EIA kit, PHOENIX PHARMACEUTICALS, INC., CA, USA), and CORT (Corticosterone ELISA kit, Cayman Chem., MI, USA) were analyzed by ELISA. Procedures were implemented by a protocol attached in each ELISA kit. All results were duplicated, and the averaged value in each sample was calculated.

### Restraint stress

The transgenic rats were pretreated with Saline or CNO (1 mg kg^−1^) at 30 min prior to the restraint stress. Restraint stress was induced by taping all 4 limbs of the rat to metal mounts attached to a wooden board^75^. The immobilization lasted for 30 min as an acute stress stimulus. Rats were killed by decapitation without being anesthetized to collect the trunk blood immediately after the end of the immobilization.

### Statistics and reproducibility

The mean ± standard error of the mean (SEM) was calculated from the results. All data were analyzed by student *t* test, one-way ANOVA, or two-way ANOVA followed by a Bonferroni-type adjustment for multiple comparisons using R software. Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

The materials, including OT-hM3Dq-mCherry transgenic rats, are available from the corresponding authors, upon reasonable request. The data that support the findings of this study are available from the corresponding authors, upon reasonable request. Raw RNA sequencing data are available at Gene Expression Omnibus (GEO) in the National Center for Biotechnology Information (NCBI) (accession number GSE210528).

# Supplementary material for: Endogenous oxytocin exerts anti-nociceptive and anti-inflammatory effects in rats
**Source:** Commun Biol. 2022 Sep 5;5:907. doi: 10.1038/s42003-022-03879-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Not applicable.

Data analysis We used R software (<https://cran.r-project.org/bin/windows/base/>) and Graph pad prism 9 for data analysis. All data were analyzed by student t test, one-way ANOVA, or two-way ANOVA followed by a post-hoc test for multiple comparisons. Statistical significance was set at $P < 0.05$.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The experimental data and materials, including OT-hM3Dq-mCherry transgenic rats, are available from the corresponding authors, upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The number of animals used in this study followed the standard in similar studies in rodents. We used a minimum number of animals to judge consistency across subjects.
Data exclusions	No data were excluded from the analysis.
Replication	All results we obtained were consistent across the animals.
Randomization	Rats were randomly assigned in all experiments.
Blinding	The results were double-blinded in all experiments. All data were analysed by at least two different researchers.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☒	☐ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		

Antibodies

Antibodies used	anti c-Fos antibody (SC-52, Santa Cruz Biotechnology, Dallas, TX, USA), anti c-Fos antibody (SC-52G, Santa Cruz Biotechnology, Dallas, TX, USA), anti oxytocin antibody (AB911, Chemicon, Temecula, CA, USA), anti vasopressin antibody (403 004, Synaptic System, Göttingen, Germany), anti tyrosine hydroxylase antibody (GTX113016, GeneTex, Irvine, CA, USA), anti tryptophan hydroxylase antibody (bs-5601R, Bioss Antibodies, Woburn, MA, USA), anti PAX2 antibody (H00005076-M01, Abnova, Taipei, Taiwan), anti corticotrophin releasing hormone antibody (T-4037, BMA BIOMEDICALS, Augst, Switzerland)
Validation	All primary antibodies used in the present study have been validated in rats according to the manufacture's instruction and previous studies.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Oxytocin-hM3Dq-mCherry heterozygous transgenic rat line was generated and bred with Wistar rats (CrLj:WI, Japan Charles River, Yokohama, Japan) . We used adult male transgenic rats weighing 250-400 g, 8-12 weeks old. The pups that had negative genotyping were used as wild type rats (in supplementary figures).
Wild animals	No wild animals were used in the present study.
Field-collected samples	No field collected samples were used in the present study.
Ethics oversight	All experiments in this study were performed in strict accordance with guidelines on the use and care of laboratory animals as set out

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

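RNA of laser-microdissected laminae I–II and laminae III–VI of the dorsal horn of OT-hM3Dq-mCherry transgenic rats was sequenced 120 min after s.c. Saline or CNO (1 mg kg-1), giving 12 libraries, 3 for each layer and treatment. The authors mapped the reads to the rat reference with CLC Genomics Workbench and deposited total read counts for 32623 genes. They also deposited quantile-normalized counts (a signal made over the 6 libraries of each layer) and, from the Empirical Analysis of DGE tool on the total counts, a p-value, a p-value after correction for multiple tests and a signed fold change for each gene. The deposited fold change is a score of the authors' test, a ratio that is positive where CNO is higher and negative where it is lower. These values were read from the deposited tables as they are. Total counts per library lay between 5245952 and 7889953.

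The raw counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15. In each layer, genes with too few counts were removed with filterByExpr (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and CNO was compared with Saline by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. CPM values are TMM-normalized in the CNO comparison and scaled by library totals alone in the comparison of the layers. The paper's thresholds (p under 0.05 and a fold change over 2) were applied to the same fits. The layers, and the difference of the CNO effect between the layers (an interaction), were tested over all 12 libraries. Libraries of the same treatment and number in the 2 layers deviated together from their group means (correlation 0.100 to 0.172 in Saline and 0.132 to 0.148 in CNO), and the paper describes both layers as dissected from 3 rats each, so the number was taken as the rat and the layer comparison was fitted with the rat as a block. Without it ("no replicate block") 8055 genes differed between the layers, and the CNO effect differed between them in 2.

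Lists of marker and pathway genes were written before the data were examined. Of 35 lists with 550 entries, 529 entries were found by symbol and 21 were not measured. Each list with at least 3 tested members was tested with limma camera on voom log2 CPM at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a layer. Membership of the lists among the genes at the paper's thresholds was tested by Fisher's exact test. The software and the atlas that the paper used for enrichment and for the GABA-ergic genes are not part of the data, so neither was repeated.

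The genes named in the text were chosen by a rule set before the data were examined. It takes the genes labelled in Fig. 5c and Fig. 5d, whose directions had been seen in the figure. It adds per layer the 8 higher and 8 lower genes with a symbol that have the smallest p among those at the paper's thresholds with no overlap between the groups. Only 2 met this on the higher side in laminae I–II. It also takes up to 4 members with the smallest p of each described list (which lists to describe was settled after the list results were seen), and Fos, Pax2, Gad1, Gad2, Slc32a1, Oxtr and Avpr1a. For the layers it takes the marker lists and the 5 genes with the smallest p in each direction. Other genes were chosen after their values were seen. These are the genes past the adjusted threshold below a fold change of 2, and the Hox genes other than Hoxd10.

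The alternatives were DESeq2, the edgeR exact test, limma-voom, RLE factors, library totals only, limma on the quantile-normalized counts, no low-count filter, a filter of 1 CPM in 3 libraries, a fit of all 12 libraries, and leaving out each library in turn. The statistical steps were tested on simulated data with 200 changed genes. The simulated genes varied independently, and more of them passed than in the real data. The shares recovered are therefore not the power in the real data. At a 1.5-fold change the quasi-likelihood test recovered 61.2% of genes in the setting of laminae I–II and 70.1% in that of laminae III–VI. With 3 libraries against 3, an exact permutation test of a single gene cannot reach a p under 0.1.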

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

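Of the tests below, those on the Schwann-cell genes, on the neurofilament genes and on the other Hoxd genes were chosen only after the result was seen, as were the genes past the adjusted threshold that the paper does not label.

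The CNO effect differed between the layers in 59 genes at an edgeR adjusted p under 0.05 for the difference itself, 20 with the higher value in laminae I–II and 39 with the higher value in laminae III–VI. In the same order these were 28 and 25 with library totals only, 60 and 104 with no filter, 28 and 27 without Saline replicate 3 and 11 and 9 without CNO replicate 2. Without CNO replicate 3 the count was 14, and without CNO replicate 2 it was 20. With no replicate block for the rat it was 2, and with DESeq2 it was 23. Of the genes past the adjusted threshold in either layer, 14 were among them. Their effect in laminae I–II minus that in laminae III–VI, on the log2 scale, was Ahnak2 (-0.78), Aldh1a2 (-2.03), Dcn (-1.23), Fgf1 (-1.49), Fstl1 (-0.80), Hoxd10 (-2.74), LOC100910143 (4.52), Nefh (-0.48), Nefl (-0.41), Nefm (-0.62), Pmp2 (-2.60), Pmp22 (-1.68), Prx (-1.86) and Sulf1 (1.21). The other splits of the rats gave at most 3 such genes and the real split 59, and 10 splits are too few for a share under 0.05.

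Genes that the paper does not label passed the adjusted threshold on the higher side. In laminae I–II these were Tmem132d (0.78), Tenm3 (0.40), Sema3g (0.64) and Sox5 (0.50), as log2 fold changes of CNO over Saline. In laminae III–VI they were Sncg (0.66), Nefh (0.50), Nefm (0.53), Ahnak2 (0.85), Lrp3 (0.43), Prph (0.81), Nefl (0.37), Cabp1 (0.40), Fstl1 (0.37) and Chga (0.33), besides LOC108348081 (1.01). In laminae I–II, 0 higher genes passed without Saline replicate 2, 0 without CNO replicate 2 and 1 without CNO replicate 3, with edgeR, where DESeq2 gave 2 and limma-voom 2 over the 6 libraries. There were 11 without CNO replicate 1, 9 with the edgeR exact test, 2 with limma on quantile-normalized counts, 44 with no filter and 23 with the replicate number as a block (78 genes in both directions). The higher genes in laminae III–VI numbered 0 without Saline replicate 1, 2 without Saline replicate 2, 56 without Saline replicate 3, 4 without CNO replicate 2 and 0 without CNO replicate 3. They numbered 23 with DESeq2, 34 with the edgeR exact test, 6 with library totals only, 1 with limma on quantile-normalized counts, 0 in the edgeR fit of all 12 libraries (1163 genes at an unadjusted p under 0.05), 66 with no filter and 137 with the replicate number as a block.

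The Schwann-cell list had a median log2 fold change of -0.88 in laminae I–II (-0.53 without the 2 genes the paper labels; limma camera adjusted p = 6.25e-11, and 0.394 with an estimated correlation). Scaling is argued against: with RLE factors, library totals only or quantile-normalized counts the median was -0.80 or lower, farther than 0.3 from 0 by more than the standard error over the members (0.39). The bound of -1 first set for this test was too strict, since the median was above -1 before any change of scaling. A smaller share of dorsal root or nerve tissue in the CNO dissections stays open. The members of the list other than the 3 with the strongest falls had a median of -0.29. This is above the bound of -0.5 set against this explanation, but by less than the standard error over these members (0.27). The genes at 5 CPM or more had a median pairwise correlation of 0.27 (lowest -0.71), between the bounds of 0.2 and 0.5. That median was higher than in 93.4% of 10000 random lists. An effect of CNO itself on these genes was not tested and stays open. A smaller share of meninges in the CNO dissections was not tested for the lists of fibroblasts and of extracellular matrix. It stays open too.

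Hoxd10 was lower with CNO in both layers; Hoxd9 in laminae I–II had -1.24 (standard error 0.29, edgeR adjusted p = 0.159). An effect on the HoxD cluster alone stays open: the other tested Hoxd genes had medians of -0.36 in laminae I–II and 0.0261 in laminae III–VI, where the lowest was Hoxd8 (-0.12, standard error 0.15), and the Hoxa and Hoxc genes of groups 9 to 13 had 0.0588 and 0.0977, within the 0.1 that such an effect allows. Those tests left out genes with too few counts. In laminae III–VI, Hoxd11 had 15, 17 and 1 counts with Saline and 0, 0 and 0 with CNO. Hoxc11 had 8, 9 and 0 counts with Saline and 0, 0 and 1 with CNO. The authors' test called both lower, with signed fold changes of -88.9 for Hoxd11 (p = 4.43e-06) and -12.3 for Hoxc11 (p = 0.00169). Both are of group 11 and Hoxc11 is not a Hoxd gene, so the tests here lack genes that bear on both explanations. Hoxa10 had 5, 7 and 3 counts with Saline and 6, 4 and 5 with CNO, and Hoxa9 had 4, 1 and 6 with Saline and 7, 0 and 6 with CNO. Hoxc12, Hoxd12, Hoxa13, Hoxc13 and Hoxd13 had at most 2 counts in a library there. A different rostrocaudal level of the sections was set to be argued against by a median of -0.1 or higher in both layers for the other genes of groups 10 to 13, and the medians were 0.22 and 0.0489. They rest on Hoxa10 (0.60, standard error 0.39) and Hoxc10 (-0.17, standard error 0.09) in laminae I–II, which lie on both sides of the bound, and on Hoxc10 alone (0.05, standard error 0.08) in laminae III–VI, and the level stays open.

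Nefm, Nefh and Nefl were higher with CNO in laminae III–VI. Scaling as the only cause is argued against for Nefm, which was at 0.43 or higher on the log2 scale under each of 3 other scalings. Such a cause predicts a value within 0.1 of 0. Nefm lay above the 0.3 set against scaling by little more than its standard error in the TMM fit (0.0854). The standard error under quantile-normalized counts was not used. Scaling stays open for Nefh and Nefl, which went down to 0.34 and 0.20 with quantile-normalized counts, where limma passed only 1 gene, none of these 3. The TMM factors in laminae III–VI were 1.001 to 1.025 with Saline and 0.980 to 0.995 with CNO, without overlap. More ventral tissue in the CNO dissections stays open: of the motor neuron genes named for the test only Chat (0.28, standard error 0.29) and Slc5a7 (0.14, standard error 0.15) could be tested, and their median of 0.21 lies between the bounds of 0.1 and 0.3. Of the deep markers other than Nefh and Nefm, 9 of 10 had a higher value with CNO (median 0.13), and 7 of 11 superficial markers had a lower one (median -0.07), the directions that more ventral tissue predicts. An effect of CNO on these genes was not tested apart from this and stays open.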

How the results depend on the processing

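The edgeR exact test without a filter, and the list test among genes passing without a filter, were chosen after seeing the data. In laminae I–II the count at an adjusted p under 0.05 (19) was 9 with DESeq2, 41 with the edgeR exact test, 131 with no filter, where more genes of low counts are tested, 45 with the exact test and no filter, and 3 to 28 without single libraries, the lowest without CNO replicate 2. Genes that the filter keeps, such as Thbs1 and Nmur2, also gained calls with no filter, so the rise is not from added genes alone. In the authors' test, also over genes of low counts, the corrected p was 0.585 for Thbs1 and 0.0170 for Nmur2. A call gained only with no filter is therefore weak. The count at the paper's thresholds (59) was 251 with no filter, 215 with the exact test and no filter, 95 at 1 CPM in 3 libraries and 58 to 88 without single libraries.

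The count at an adjusted p under 0.05 in laminae III–VI (18) was 49 with the edgeR exact test, 1 with limma on quantile-normalized counts, 112 with no filter, 42 with the exact test and no filter, 0 in the edgeR fit of all 12 libraries (1163 at an unadjusted p under 0.05; DESeq2 gave 25, with 23 higher, 2 lower and 6 of the 18 among them, and limma-voom 12 over the 6), and 0 to 92 without single libraries, the lowest without CNO replicate 3 and the highest without Saline replicate 3. With library totals only, 6 genes were higher and 7 lower, against 11 and 7. At the paper's thresholds (36) the count was 21 with DESeq2, 226 with no filter, 167 with the exact test and no filter, 63 at 1 CPM in 3 libraries and 37 to 58 without single libraries, with 58 without Saline replicate 3, 56 without CNO replicate 1 and 57 without CNO replicate 2. The filters change the genes tested, and genes that the filter keeps, such as Gad2 and Glra1, also gained calls with no filter. Apart from the smaller number of libraries, the cause was not tested.

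The Saline and CNO libraries share replicate numbers but the paper does not link them. With the number as a block ("replicate block") 78 genes passed in laminae I–II and 194 in laminae III–VI. Each library correlated best with its own number, at 0.0193 to 0.0438 and 0.0582 to 0.113, a hint from the data and not from the design.

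The layers differed in 8462 genes, and in 0 with the Saline 2 libraries exchanged as a check of their labels (3723 at an unadjusted p under 0.05). Library totals only moved the median of all genes from 0.02 to 0.19 and gave 6515 higher and 2533 lower in laminae I–II. The other settings gave 6792 to 8542. The effect of CNO differed between the layers in 59 genes, in 2 with no replicate block, 23 with DESeq2, 164 with no filter, 14 to 70 without single rats, 0 with Saline 2 exchanged (444 at an unadjusted p under 0.05), and 28 higher and 25 lower in laminae I–II with library totals only, against 20 and 39.

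Of the gene lists, 11 passed in laminae I–II (9 to 13 without single libraries) and 8 in laminae III–VI (6 to 10). With an estimated correlation 0 and 0 passed in limma camera, and with the replicate block 11 and 11. Among genes at the paper's thresholds in laminae III–VI, 1 list passed Fisher's exact test and 2 passed against genes at 1 CPM in 3 libraries. Among genes called with no filter 1 passed there, MHC class II in place of lymphocytes and leukocytes, and 4 in laminae I–II, the same lists as with the filter. No named gene that passed the adjusted threshold changed its direction under DESeq2, the exact test, RLE factors, library totals only, no filter, the replicate block or without single libraries. Of 37 such calls DESeq2 lost 22 and library totals only lost 6. The low-count filter left 13344 and 13117 of 32623 genes for the test.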

Differences from the paper's values

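The paper reports 254 genes in laminae I–II at p under 0.05 and a fold change over 2, and the quasi-likelihood test gave 59 at the same thresholds. Of the alternatives set before the data were examined, no filter gave 251, with 204 of the paper's genes among them, within 1.5 times of the paper's count. The others, DESeq2 (46), the edgeR exact test (59), limma-voom (57), RLE factors (59), library totals only (59), quantile-normalized counts (50), 1 CPM in 3 libraries (95), all 12 libraries (56) and leaving out single libraries (58 to 88), did not come within it. The edgeR exact test with no filter, chosen after seeing the values, gave 215 and holds 214 of the paper's 254, so it drops 40 of them.

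The paper reports 191 genes in laminae III–VI and the quasi-likelihood test gave 36. No filter gave 226, with 170 of the paper's genes among them, within 1.5 times of the paper's count. Outside it were DESeq2 (21), the edgeR exact test (36), limma-voom (46), RLE factors (35), library totals only (35), quantile-normalized counts (33), 1 CPM in 3 libraries (63), all 12 libraries (33) and leaving out single libraries (37 to 58). The edgeR exact test with no filter, chosen after seeing the values, gave 167 and drops 27 of the paper's 191. With the number as a block ("replicate block") the counts were 56 in laminae I–II and 36 in laminae III–VI, both outside 1.5 times of the paper's.

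Of the paper's 254 genes, 56 had enough counts for the filter and all of these met the thresholds in the quasi-likelihood test. Of its 191 these were 35, again all of them. In the authors' results 199 of the 254 and 163 of the 191 have a mean under 10 counts. Over all 32623 genes at any fold change, 39 in laminae I–II and 30 in laminae III–VI have a corrected p of the authors under 0.05. Some of these lie below a fold change of 2, such as Tmem132d in laminae I–II (1.74) and Sncg in laminae III–VI (1.58).

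The paper states that many of the altered genes are expressed mainly in GABA-ergic neurons. Of the 16 tested genes of the GABA-ergic and inhibitory neuron list in laminae I–II and the 15 in laminae III–VI, 0 passed an edgeR adjusted p of 0.05; the list differs from the one the paper cites. The directions of Pmp2, Col14a1, Dcn and Chodl were those shown in Fig. 5c and Fig. 5d. The paper reports terms of the inflammatory response as enriched among its altered genes. The lists written here and the 59 and 36 genes at its thresholds differ from the terms and genes it used. That enrichment was therefore not repeated. The list of the inflammatory response did not pass Fisher's exact test (adjusted p = 1.00 and 0.353), with only 0.0840 and 0.0521 members expected. Lists of MHC class II in laminae I–II (adjusted p = 0.000906 from Fisher's exact test) and of lymphocytes and leukocytes in laminae III–VI (adjusted p = 0.00137) did pass. With no filter the latter did not pass (adjusted p = 0.197 from Fisher's exact test), and MHC class II passed in laminae III–VI with 2 called members, both higher (adjusted p = 0.0317 from Fisher's exact test). IGF binding passed limma camera in laminae III–VI (adjusted p = 0.0302, and 0.590 with an estimated correlation; not without Saline replicate 2 (0.272), CNO replicate 2 (0.0521) and CNO replicate 3 (0.0727)) and angiogenesis in neither layer (adjusted p = 0.609 and 0.480).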

Other observations

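Fos was at 24.3 ± 3.72 CPM with Saline and 19.6 ± 2.36 CPM with CNO in laminae I–II (log2 fold change -0.31, standard error 0.14, edgeR adjusted p = 0.686) and at 24.1 ± 4.32 CPM with Saline and 23.6 ± 1.21 CPM with CNO in laminae III–VI (log2 fold change -0.01, standard error 0.12, edgeR adjusted p = 0.983). The paper reports more Fos-ir neurons in both layers after CNO, a count of stained cells and not of RNA. Oxtr was at 3.34 ± 0.932 CPM with Saline and 3.25 ± 0.917 CPM with CNO in laminae I–II (log2 fold change -0.05, standard error 0.32, edgeR adjusted p = 0.989) and had 1, 2 and 2 counts with Saline and 3, 2 and 2 with CNO in laminae III–VI. Avpr1a had a log2 fold change of 0.06, standard error 0.44, edgeR adjusted p = 0.989 in laminae I–II and a log2 fold change of -0.07, standard error 0.25, edgeR adjusted p = 0.958 in laminae III–VI.

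Of the genes lower at an adjusted p under 0.05, 2 were shared by the layers, C3 and Hoxd10, against 0.00652 expected among 12881 genes tested in both. No higher gene was shared at either threshold. The layers were taken as coming from the same rats, so the layers are not independent.

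Over 10 splits of the libraries into groups of 3, the highest count of the other splits at the adjusted threshold was 2 in laminae I–II, where the real split gave 19, and 4 in laminae III–VI, where it gave 18. At the paper's thresholds it was 50 against 59 in laminae I–II and 43 against 36 in laminae III–VI, where 3 splits, the real one included, had a count as large. For the gene lists it was 11 against 11 in laminae I–II, with 3 splits as large, and 5 against 8 in laminae III–VI. These 10 splits are too few for a share under 0.05. For the layers there are 32 arrangements of the libraries within rats, the real one included, and the others gave at most 0 genes against 8462, so the share of splits with a count as large is under 0.05.

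The remaining lists are given as the median log2 fold change in laminae I–II and laminae III–VI. Opioid genes had -0.17 and 0.03 (limma camera adjusted p = 0.0207 and 0.570), in laminae I–II with 0.394 under an estimated correlation. Oligodendrocyte genes had -0.07 and -0.03 (limma camera adjusted p = 0.00119 and 0.268), in laminae I–II with 0.421 under an estimated correlation. Schwann-cell genes in laminae III–VI had a median of -0.40 (limma camera adjusted p = 0.0201, 0.590 with an estimated correlation and 0.0566 without the genes the paper labels). For fibroblasts and meninges it was 0.03 (limma camera adjusted p = 0.530), for extracellular matrix -0.04 (adjusted p = 0.544 from limma camera, which pointed to the higher side), for astrocytes -0.06 (limma camera adjusted p = 0.177) and for glutamatergic neurons -0.04 (limma camera adjusted p = 0.674). The neuronal genes at large had in laminae I–II -0.04 (limma camera adjusted p = 0.214), motor neuron genes 0.16 (adjusted p = 0.609 from limma camera, which pointed to the lower side) and deep markers -0.06 (limma camera adjusted p = 0.609). The group result ended for opioid genes in laminae I–II without Saline replicate 1 (0.131) and CNO replicate 1 (0.0982), oligodendrocytes in laminae I–II without Saline replicate 3 (0.102), with the limma camera adjusted p in parentheses. It also ended for Schwann-cell genes in laminae III–VI without Saline replicate 3 (0.0771) and CNO replicate 1 (0.2003), with the limma camera adjusted p in parentheses. The median log2 fold change moved by more than 1.5 times for oligodendrocytes in laminae I–II to -0.04 without Saline replicate 3 and -0.04 without CNO replicate 3, for Schwann-cell genes in laminae III–VI to -0.22 without CNO replicate 3. Calls were gained for oligodendrocytes in laminae III–VI without CNO replicate 2 (0.00763), astrocytes in laminae III–VI without CNO replicate 2 (0.0318), deep markers in laminae I–II without Saline replicate 2 (0.0189), all toward lower values, with the limma camera adjusted p in parentheses.

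None of these further lists passed limma camera in either layer with all libraries. Immediate early genes had -0.12 and -0.10 (limma camera adjusted p = 0.0795 and 0.0641), and genes of the oxytocin and vasopressin system 0.01 and -0.11 (limma camera adjusted p = 0.422 and 0.530). Monoamine receptors had 0.04 and 0.00 (limma camera adjusted p = 0.818 and 0.949), glucocorticoid-response genes 0.11 and 0.03 (limma camera adjusted p = 0.119 and 0.269) (in laminae III–VI 1.00 from Fisher's exact test and 0.0263 against genes at 1 CPM in 3 libraries, with 1 member higher and 1 lower) and genes of GDNF receptor signalling 0.08 and 0.05 (limma camera adjusted p = 0.328 and 0.863). Oligodendrocyte precursors had 0.04 and -0.03 (limma camera adjusted p = 0.595 and 0.674), endothelial cells -0.01 and 0.04 (limma camera adjusted p = 0.805 and 0.544) and pericytes with smooth muscle -0.02 and -0.06 (limma camera adjusted p = 0.595 and 0.530). Ependymal genes had 0.13 and 0.16 (limma camera adjusted p = 0.805 and 0.475), sensory neurons -0.23 and 0.07 (limma camera adjusted p = 0.543 and 0.0641) and superficial markers 0.07 and -0.07 (limma camera adjusted p = 0.543 and 0.438). Calls were gained toward lower values for immediate early genes in laminae I–II without CNO replicate 2 (0.0484), immediate early genes in laminae III–VI without Saline replicate 1 (0.0241), Saline replicate 3 (0.0275) and CNO replicate 2 (0.0217), and toward higher values for the glucocorticoid response in laminae I–II without Saline replicate 2 (0.0424) and CNO replicate 3 (0.0414), GDNF receptor signalling in laminae I–II without CNO replicate 1 (0.0136), superficial markers in laminae I–II without CNO replicate 1 (0.0136), sensory neurons in laminae III–VI without Saline replicate 2 (0.0316) and CNO replicate 1 (0.00563), with the limma camera adjusted p in parentheses. With the replicate number as a block the sensory neuron genes in laminae III–VI passed toward higher values (limma camera adjusted p = 0.0442). Neutrophil, mast cell and erythrocyte lists had fewer than 3 tested members and were not tested as groups.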
